# From Glacier to Sauna: RNA-Seq of the Human Pathogen Black Fungus *Exophiala dermatitidis* under Varying Temperature Conditions Exhibits Common and Novel Fungal Response

**DOI:** 10.1371/journal.pone.0127103

**Published:** 2015-06-10

**Authors:** Barbara Blasi, Hakim Tafer, Donatella Tesei, Katja Sterflinger

## Abstract

*Exophiala dermatitidis (Wangiella dermatitidis*) belongs to the group of the so-called black yeasts. Thanks in part to its thick and strongly melanized cell walls, *E*. *dermatitidis* is extremely tolerant to various kinds of stress, including extreme pH, temperature and desiccation. *E*. *dermatitidis* is also the agent responsible for various severe illnesses in humans, such as pneumonia and keratitis, and might lead to fatal brain infections. Due to its association with the human environment, its poly-extremophilic lifestyle and its pathogenicity in humans, *E*. *dermatitidis* has become an important model organism. In this study we present the functional analysis of the transcriptional response of the fungus at 1°C and 45°C, in comparison with that at 37°C, for two different exposition times, i.e. 1 hour and 1 week. At 1°C, *E*. *dermatitidis* uses a large repertoire of tools to acclimatize, such as lipid membrane fluidization, trehalose production or cytoskeleton rearrangement, which allows the fungus to remain metabolically active. At 45°C, the fungus drifts into a replicative state and increases the activity of the Golgi apparatus. As a novel finding, our study provides evidence that, apart from the protein coding genes, non-coding RNAs, circular RNAs as well as fusion-transcripts are differentially regulated and that the function of the fusion-transcripts can be related to the corresponding temperature condition. This work establishes that *E*. *dermatitidis* adapts to its environment by modulating coding and non-coding gene transcription levels and through the regulation of chimeric and circular RNAs.

## Introduction

Black yeasts are a polyphyletic morphological group within the Ascomycetes that is characterized by melanized cells and yeast-like growth states (multilateral and polar budding cells) in addition to hyphal growth. Some species, like *E*. *dermatitidis*, exhibit meristematic growth and form morula-like colonies in animal and human tissue or in natural stone [1,2]. All black yeasts and meristematic fungi share a number of universally present characters, such as strong melanization, thick and even multi-layered cell walls and exo-polysaccharide production, resulting in an extraordinary ability to tolerate chemical and physical stresses such as extreme pH, high and low temperature and desiccation [3–5]. Moreover, some of those fungi—including *E*. *dermatitidis*—show increased cell growth—division and cell size—when exposed to ionizing radiation [6,7].

The black fungi associated with humans are represented by the typical black yeasts belonging to the genera *Exophiala*, *Fonsecaea*, *Capronia*, *Phaeococcomyces* and *Cladophialophora*. Phylogenetically these genera are accumulated in the order of Chaetothyriales and the family of Herpotrichiellaceae. Within this family the genus *Exophiala* seems to be an evolutionary hot spot with a high diversification and emerging adaptation towards animals—e.g. *Exophiala salmonis*—towards the human host, in the case of *Exophiala dermatitidis* and—or to human environments such as bathrooms, sauna facilities or dishwashers [8,9]. *E*. *dermatitidis* is of special medical importance since it causes a variety of severe illnesses in humans: it is a causative agent of keratitis, of subcutaneous phaeohyphomycosis, and of chromoblastomycosis, and may cause pneumonia. Further, the fungus is neurotropic and causes fatal brain infections, and it plays an important role in patients with cystic fibrosis [8,10–13].

For many years the black yeasts and the microcolonial fungi were regarded as typical inhabitants of extreme environmental habitats such as the phylloplane, or rock in semi-arid and desert environments [5,14–16]. However, species of *Exophiala* show high prevalence in the human environment and seem to be rather frequent in sauna and steam bath facilities, in sink drains, and in drinking water [17–19]. Examinations of bathwater and sludge in drainpipes that are warmed daily to over 42°C have identified several species of this medically important genus [20]. Recently, mass growth of dark fungal biofilms on water taps and associated habitats was observed in various German drinking water distribution systems [21,22]. Here, *E*. *lecanii-corni* was found to be the major component in 10 out of 13 biofilms analyzed. Biofilm-forming *Exophiala mesophila* has been isolated from chlorine-dioxide-treated dental unit waterlines. *E*. *dermatitidis* and *E*. *phaeomuriformis* were reported to form stable communities in dishwashers, and extensive global studies showed that more than 50% of all rubber or silicone sealings in dishwashers are colonized with these fungi [23,24]. This finding generated considerable public attention and raised many questions concerning the routes of entry, the natural reservoir and the virulence for the human host of this fungus.

Interestingly, besides the human related habitats which are characterized by rather high temperatures, strains of *E*. *dermatitidis* have been isolated from glaciers—e.g. the Calderone glacier in the Apennines [25]—as well as in the Arctic and Antarctic environments [26]. Furthermore, Gunde-Cimerman (personal communication) is suggesting that natural spring water is a possible source of the fungi and is the vehicle by which it enters the human environment. This ability to adapt to the temperatures and nutrients found in environments as diverse as cold glaciers, hot saunas and dishwashers, as well as the more temperate human body, requires an important phenotypic plasticity, that might, in turn, explain the success of *E*. *dermatitidis* as a human pathogen.

*E*. *dermatitidis*, due to its association to the human environment and due to its phylogenetic relation to many environmental black fungi (which are known as poly-extremophilic or poly-extremotolerant) has become an important model organism for system biology studies, including proteomics and transcriptomics [9,27]. However, the knowledge of the system biology of this fungus is still limited. In order to better understand the capacity of this fungus to adapt, we have reported the results of a transcriptomic study of gene expression responses under different temperature regimes and exposition times.

With this aim, *E*. *dermatitidis* was incubated at 1°C—thus simulating the cold environmental habitat—at 37°C—which is the optimal growth temperature for this strain—and at 45°C in order to simulate raised temperatures in the human environment—e.g. hot tap water.

## Materials and Methods

### Fungal strain and experimental conditions

*Exophiala dermatitidis* (CBS 525.76) was cultured in Malt extract agarose media (2% malt extract, 2% D-glucose, 0.1% bacto-peptone and 2% agar). For the RNA-seq experiment, the cells were grown in Petri dishes for 2 weeks at 37°C and then as follows: one week at 37°C (control, 37C), 1 week at 45°C (45C1W), 1 week at 37°C plus 1 hour at 1°C (1C1H) or at 45°C (45C1H), 1 week at 1°C (1C1W) and 1 week at 45°C (45C1W), for a total of four treatments.

### RNA-seq

Total RNA was extracted with FastRNA PRO RED KIT (MP Biomedicals, Santa Ana, CA) according to the instructions of the manufacturer. The mRNA was isolated with the Dynabeads mRNA DIRECT Micro Kit (Ambion by Life Technologies, Carlsbad, CA) and the following transcriptome library preparation was performed with the Ion Total RNA-Seq Kit v2 (Life Technologies, Carlsbad, CA).

Total RNA, isolated mRNA and the final cDNA library were all qualitatively and quantitatively evaluated by mean of Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA). The RNA-seq was realized by means of Ion Torrent technology coupled with the Ion Proton sequencer (Life Technologies, Carlsbad, CA). The average read length was 175 bp for all five samples. Total reads generated per sample varied between 57,611,573 and 99,965,344.

### Gene Annotations

Protein annotation and functional annotation were retrieved from previous publications [4,5,27]. Interproscan5 with default parameters was used to improve the Gene Ontology annotations [28].

NcRNAs were annotated based on methods using sequence and structure homologies. Infernal [29] with default parameters was used to find ncRNAs in a general way. tRNAs were annotated with tRNAscan [30] with default parameters. RNAmmer was used to find rRNAs genes [31] while snoBoard [32] was used to search for snoRNAs. Finally BLAST [33] was used to look for putative miRNAs, rRNAs, sRNAs. RnasP and RnaseMP. Overlapping non-coding loci from different families were kept. In cases where more than one member of the same ncRNA family (snoRNA, miRNA, snRNA, tRNA) were assigned to the same locus, the member with the highest similarity to the search model/search sequence was kept.

### Read Mapping and Analysis

Trimmed reads were downloaded from our local ion proton server. Segemehl [34] version 1.9 with the split-read detection option set, was used to map the reads on the recently published *E*. *dermatitidis* genome [27] while lack [34] was used to remap reads that were not mapped during the first mapping step. Lack utilizes *de novo* splice junction information from alignments reported by state-of-the-art split-read aligners. In contrast to other methods, lack is able to map reads across multiple splice junctions. Splice sites detection and classification was done with testrealign [35] with default settings. Reads that were split-mapped were assigned to one of the following three categories: “normal,” same strand, same chromosome and insert between 15 and 200 kb and matched fragments co-linear with the genomic DNA; “circular,” same strand, same chromosome and junction distance less than 200 kb with fragment order inverted relative to genomic DNA; “(strand)switched,” same chromosome, junction distance less than 200 kb and fragments located on opposite strands. Overlaps between mapped reads and annotation data were computed with the aid of BEDTools [36].

Fused transcripts were detected by looking at split reads connecting two different transcripts. In order to get high confidence fused transcripts we concentrated on split-reads whose ends were mapping less than 20nts from a canonical splice site, as suggested in [35]

. The presence of monoexonic circular transcripts, where a single intron or exon is circularized, was investigated by looking at split reads with the start and end located on the same exon/intron and with ends separated by less than 400nts. Furthermore, at least 8 reads should support the circular RNA and at least 50% of the spliced reads mapping at the splice has to support the circRNA.

Cuffdiff [37] was used to look for differential expression of genes, in a similar manner to the methods presented in [38]. The mapping output of segemehl was modified to fit the input requirements of cufflinks using a custom script. CummeRbund [39], a R module [40], was used to search for significant (at least 8 folds) differential expression between 37C and the other 4 temperature conditions (1C1H, 1C1W, 45C1H, 45C1W). AnnotationForge, GOstats [41], GSEABase [42] and KOBAS [43] were used to analyse GO and KEGG pathways enrichment of the up- and down-regulated genes.

Enriched GO terms and KEGG pathways with an uncorrected p-value < 0.05 were considered significant. REVIGO with default parameters was used to summarize the list of returned GO terms [44].

The mapping of the regulated genes on the pathways was performed with custom scripts using the KEGG database [45].

## Results

To understand the molecular mechanisms behind the acclimatization of *E*. *dermatitidis* under a wide range of temperature adaptations, the fungus was exposed to 45°C and 1°C and the gene expression was analyzed through RNA-seq technology. In order to investigate the fungal response to short (stress) and long-term changes (acclimatization), *E*. *dermatitidis* was exposed for one hour and for one week, respectively, at both temperatures. The control condition is represented by the exposure to 37°C.

Tests for thermal preferences conducted prior to setting up the experimental conditions, indicated 37°C as the optimum temperature for *E*. *dermatitidis* and showed the presence of fungal growth at both 45°C—as also previously demonstrated [23]—and at 1°C. In addition, the fungal colonies proved to be viable after prolonged treatment at all the selected temperatures (data not shown, Tesei et al. in preparation).

The transcriptome analysis was performed comparing pairs of experimental conditions, providing a list of over-represented Gene Ontology and KEGG terms of the differentially expressed genes. 

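Exophiala dermatitidis is a black yeast, and its polyadenylated RNA was sequenced on an Ion Proton sequencer at 3 temperatures. One library was made for each of the 5 conditions. A preculture of 2 weeks at 37°C was followed by 1 week at 37°C (37C), 1°C (1C1W) or 45°C (45C1W). In the short treatments, 3 weeks at 37°C were followed by 1 hour at 1°C (1C1H) or 45°C (45C1H). S21 Table, whose values are the paper's, gives 99965344 raw reads at 1C1H, 77860005 at 1C1W, 96207066 at 37C, 57611573 at 45C1H and 69858164 at 45C1W. The share of raw reads that mapped was computed from the same table. It was 83.2% at 1C1H, 88.7% at 1C1W, 71.0% at 45C1H, 59.6% at 45C1W and 38.5% at 37C (Wilson 95% interval at 37C, 38.4% to 38.5%). The intervals cover counting error only, and with 1 library per condition a difference between temperatures has no replicate check.

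The deposited data analysed here are the combined annotation of protein-coding genes and ncRNAs. It gives the start and end of each exon on the 11 supercontigs of the genome build Exop_derm_V1, with no value per library. The expression levels behind the comparisons between temperatures are therefore not analysed here. The annotation holds 9889 transcript models in 9496 loci. Of these models, 9577 belong to 9284 protein-coding genes and 312 are ncRNA entries. Most protein-coding models are spliced, with 6201 of them (64.7%) in 2 or more exons. Their 12681 distinct introns are short, with a median of 60 bases and quartiles of 53 and 82 bases. More than 1 model was listed for 258 genes, with the largest number, 5, at HMPREF1120_04014. By the codes of cuffcompare, the tool that combined the annotations, 9857 models match an annotated transcript and 32 lie within one. No model was listed as a newly assembled locus. The paper's Methods describe no assembly of transcripts from the reads, so this does not show that the reads held no new loci. Locus tags of 9283 protein-coding genes were also found in the RefSeq annotation of the same build, and 9266 of these had the same start and end.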

In order to deepen our knowledge of the dependence of cell regulation upon temperature changes, the annotation of *E*. *dermatitidis* was extended with ncRNA annotation. Furthermore, circular RNAs and trans-spliced genes were also studied.

### Overview of RNA sequencing

In order to get an overview of the alteration of *E*. *dermatitidis* transcriptome upon temperature changes, the number of strongly (8 fold) up- and down-regulated coding and non-coding genes were derived by comparing their transcription level at 37C and 1C1W, 1C1H, 45C1H and 45C1W. While we are confident that our mRNA isolation protocol successfully selected polyA-transcripts, we also found reads coming from ncRNAs loci. This is in line with previously- reported polyadenilated ncRNAs found in various prokaryotes and eukaryotes [46]. For the protein-coding genes, the largest number of differentially expressed genes is found for 1C1W, where 609 genes were down-regulated and 208 genes were up-regulated. The smallest number of differentially expressed genes is found for 45C1W, where only 72 and 45 genes were down- and upregulated, respectively (Fig 1A). Pie charts with up- and downregulated GO terms were produced for each temperature exposure in comparison with the control. The most informative are represented in Fig 2 and the others are listed in the supporting information.

**Fig 1:**
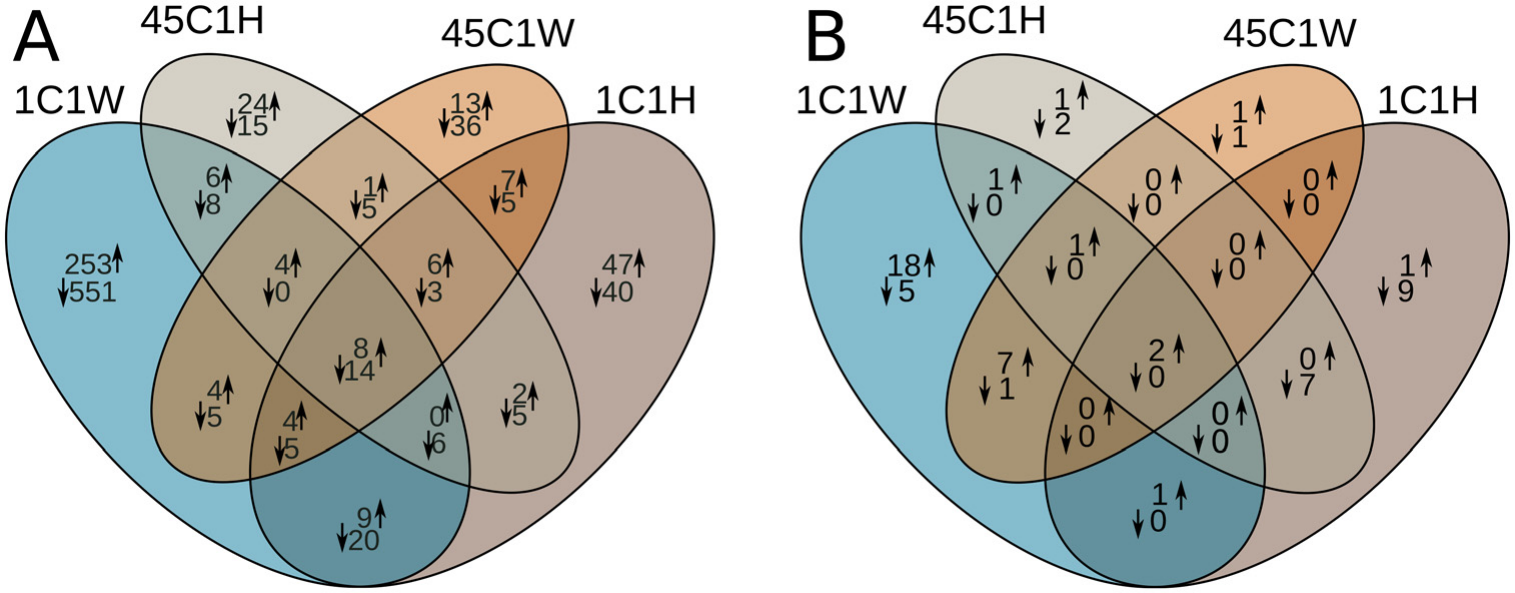
Representation of up- and down-regulated genes for cold and hot conditions, compared to 37°C. Upwards and downwards arrows represent up- and down-regulated genes, respectively. Protein coding genes (A) show the highest number of differentially expressed genes following the treatment at 1°C for 1 week (1C1W), with a total of 609 and 288 down- and up-regulated genes, respectively. NcRNA genes (B) show the highest number of differentially expressed genes at the same experimental condition (1°C for 1 week, 1C1W), with a total of 30 and 6 up- and downregulated genes, respectively. For both coding and non-coding genes, the smallest number of differentially expressed genes is found when the fungus have been exposed at 45°C for 1 week (45C1W).

**Fig 2:**
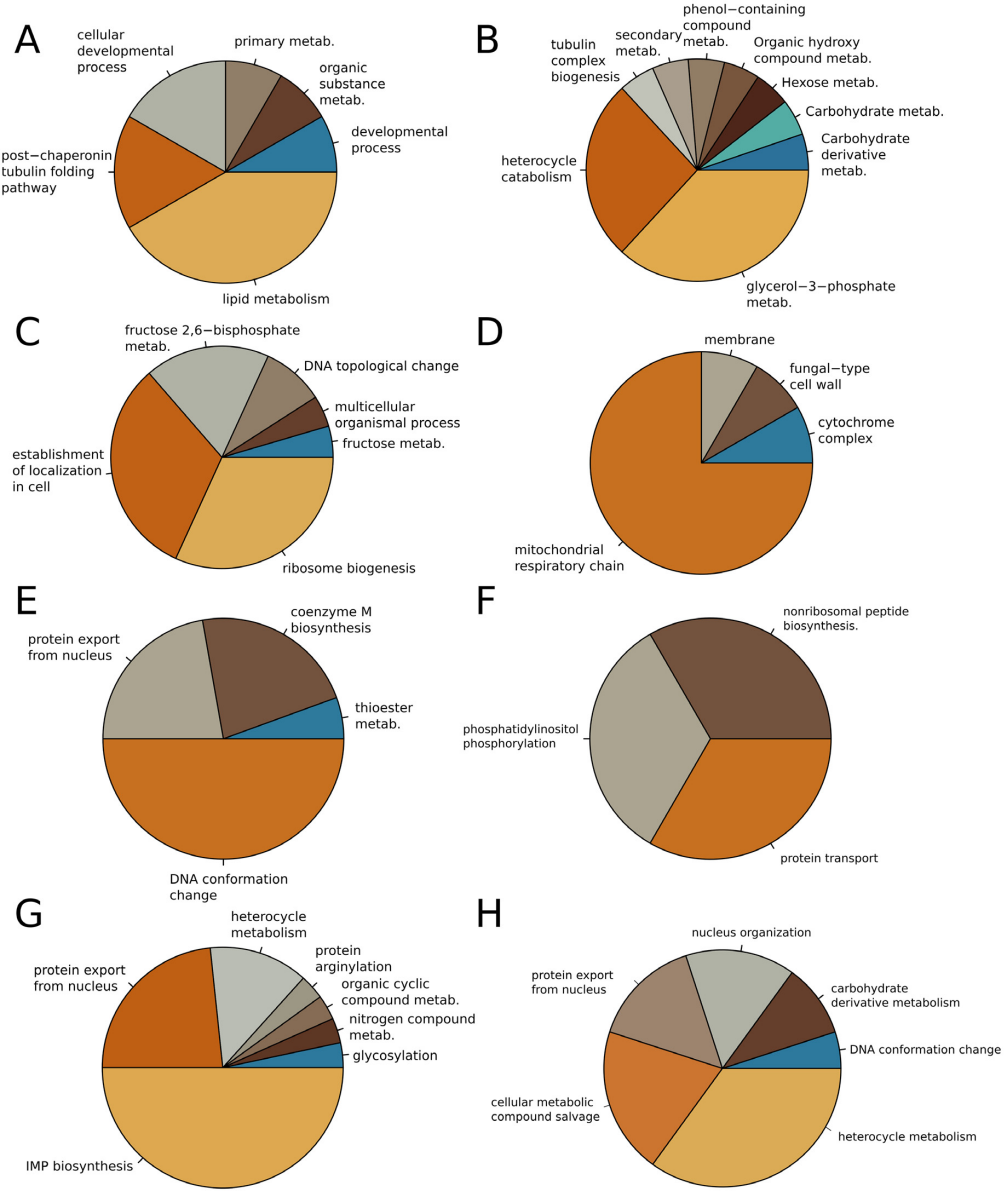
Pie chart of the summarized Gene Ontology (GO) terms for different conditions. (A) Over-represented BP-related GO terms for the genes upregulated at 1°C for 1 hour. (B) Over-represented GO terms related to biological processes (BP) for the genes up-regulated at 1°C for 1 week. (C) Over-represented BP-related GO terms for the genes down-regulated at 1°C for 1 week. (D) Over-represented CC-related GO terms for the genes up-regulated at 1°C for 1 week. (E) Over-represented BP-related GO terms for the genes down-regulated at 45°C for 1hour. (F) Over-represented BP-related GO terms for the genes up-regulated at 45°C for 1 week. (G) Over-represented BP-related GO terms for the genes down-regulated at 45°C for 1 week. (H) Over-represented BP-related GO terms for the genes up-regulated at both 45C1H and 45C1W.

Similar to the protein-coding genes, the highest number of differentially expressed ncRNAs is found for 1C1W, where in contrast to proteins, more genes were up-regulated (30) than down-regulated (6). As for the coding genes, the smallest number of strongly regulated genes is found for 45C1W (Fig 1B).

### Exposure to 1°C compared to 37°C

After a short-term exposure to 1°C, the major changes in the metabolic profile of. *E*. *dermatitidis* are visible in the lipid metabolism, and in particular the glycero- and glycerophospho-lipids (Fig 2A and S1 Table). Post-chaperonin tubulin folding pathway and cellular development are the next up-regulated processes in this dataset (Fig 2A and S1 Table). This is in line with results showing that cold shock response induces genes related to cytoskeleton rearrangement [47,48]. Genes related to the cell cycle and DNA-checkpoints are also up-regulated (S1 and S10 Tables).

In contrast, processes related to the nuclear envelope, the protein export from the nucleus, the protein-DNA complex and the DNA conformation change are down-regulated (S2 Table). Moreover, *E*. *dermatitidis* reacts to 1°C temperature by slowing down mitosis and the consequent cellular division, as well as the transcription machinery.

After exposure to 1°C for 1 week the metabolism of glycerol 3-phosphate (G3P) was strongly upregulated (Fig 2B and S3 Table). Other overrepresented BP terms of upregulated genes are related to hexose, carbohydrate and carbohydrate derivative metabolism (S3 Table).

Similarly to the 1C1H stress condition, *E*. *dermatitidis* down-regulates the ribosome biogenesis and rRNA processing at 1C1W (Fig 2C), indicating that, in general, cold stress represents a stimulus for slowing down the transcription machinery. We also see a concomitant decrease of histone acetylation (p = 0.035), known to be correlated with decreased levels of gene expression [49]. The nuclear transport and nuclear organization are highly represented among the down-regulated genes, confirming that the fungus had slowed down nuclear activity. Exocytosis, membrane docking and vesicle mediated transport are also down-regulated processes. Finally, on the cellular component level, there is an enrichment of terms related to the cellular and mitochondrial respiratory chain for the up-regulated genes (Fig 2D), while for the down-regulated genes, the nuclear envelope is over-represented (S11 Table).

We examined further the genes that were similarly regulated during the short and long exposure to 1°C compared to 37°C. At 1°C, the genes that are commonly up-regulated are related to the lipid metabolism, post-chaperonin tubulin folding pathway and cellular developmental process. The common down-regulated genes are instead related to protein export from nucleus and purine nucleoside salvage.

### Exposure to 45°C compared to 37°C

After 1 hour exposure to 45°C, the up-regulated genes are all related to DNA metabolism. In particular, as shown in S5 Table, we could observe an over-representation of biological processes related to deoxyribose phosphate metabolism, alanyl-tRNA aminoacylation and DNA replication initiation, strongly indicating that the fungus is actively synthesizing DNA. This is further supported by the finding that the MCM (mini chromosome maintenance) complex, the core of eukaryotic replicative helicase, is also up-regulated (S14 Table). Among the down-regulated processes (Fig 2E and S6 Table) DNA conformational change was found, as well as DNA packing and mitotic chromosome condensation, indicating that short exposure to 45°C shifted the fungus into an active replication stage.

The main biological processes activated after a 1 week exposure to 45°C are related to phosphatidylinositol (PI) phosphorylation, protein transport and nonribosomal peptide biosynthesis (Fig 2F and S7 Table). Phosphatidylinositol phosphorylation leads to phosphatidylinositol 4-phosphate (PI-4-P) and the latter is known to be prevalent in Golgi apparatus membranes, where it is responsible for recruiting proteins that need to be carried to the cell membrane [50]. The large number of biological processes that are down-regulated at 45C1W, like the nuclear envelope organization or protein export from the nucleus, (Fig 2G and S8 Table for the complete list) seems to indicate a cell in a kind of quiescent state compared both to the exposure to its optimal temperature and to the stress exposure at 45°C.

No gene was found to be significantly down-regulated at both 45C1W and 45C1H compared to 37°C. On the other hand, 30 GO terms were found to be significantly over-represented in the group of genes that are strongly up-regulated at both 45C1H and 45C1W (Fig 2H). Those terms are related to DNA conformation change, protein export from the nucleus, cellular metabolic compound salvage, carbohydrate derivative metabolism; heterocyclic metabolism and nucleus organization.

Aside from comparing two temperature conditions, we also looked at genes with similar expression patterns along the temperature profile with cummeRbund [51]. We concentrated on the group of genes with high expression at low temperature and low expression at 45°C (S3 Fig). Interestingly the genes in this cluster were enriched in GO terms related to trehalose, a potent cryoprotectant whose concentration was shown to increase with decreasing temperature [47,52]. HMPREF1120_00310, one of the member of the cluster, is involved in the desaturation of membrane fatty acid, a process that fluidizes the cell membrane at low temperature [53,54].

### Pathway analysis

Similar to the GO enrichment terms, KEGG pathway enrichment was performed for all four conditions. In contrast to the GO terms analysis, significant enrichment of KEGG terms was only found for genes down-regulated at 1C1W. Under this condition the fatty acid degradation pathway, as well as the tryptophan metabolism, contain significantly more down-regulated genes than expected, with p-values of 3.3x10^-6^ and 1.6x10^-7^, respectively. While fatty acids are of utmost importance for the regulation of the cell membrane fluidity, it was only recently shown that tryptophan plays a role in fungi under cold conditions [55].

Pathways related to cell wall biosynthesis, cell wall integrity, melanin biogenesis and trehalose metabolism, were analyzed for genes that were highly (more than eight-folds) up- or down-regulated.

The highest number of pathways containing genes strongly regulated was seen again at 1C1W. For example, under that condition, the three melanin pathways contain mainly down-regulated genes (S17 Table) indicating that melanin production is probably diminished under cold condition.

From the 6 pathways related to cell wall stress response, only 1,3-α-glucan synthesis and processing and 1,3-β-glucan synthesis and processing showed important regulation of their genes upon temperature shift. More precisely Alpha-amylase (HMPREF1120_03460), the only significantly regulated gene in the 1,3-α-glucan synthesis and processing pathway, was up-regulated at 1C1W, in line with results previously found in wheat grain [49].

From the 4 differentially expressed genes in the 1,3-β-glucan synthesis pathway, Glucan 1,3-beta-glucosidase, extracellular cell wall glucanase Crf1 and Glycosyl transferase are down-regulated at 1C1W, while endo-1,3(4)-beta-glucanase is up-regulated at 1C1W.

Trehalose is very well known for its involvement in abiotic stress resistance in plants and fungi and its synthesis has been related to salt, drought, heat and cold stress in many organisms [47,52,56]. Since the induction of trehalose synthesizing enzymes is a typical response to near freezing temperatures in yeasts [47,52], we pointed out which genes of the trehalose metabolism were regulated in the case of long-term exposure to 1°C. Trehalose is synthesized through the processing of α-D-glucose-1P. The pathway starts with α-D-glucose-1P which is converted by UTP-glucose-1-phosphate transferase, an enzyme that is expressed four times more at 1C1W than at 37C, to UDP-glucose. UDP-glucose is then processed by UDP-glucose 6-dehydrogenase or glycogen synthase, two enzymes that do not lead to trehalose, or by trehalose 6-phosphate synthase, leading to trehalose-6P and subsequently to trehalose. At 1C1W the 6-dehydrogenase and glycogen synthase enzymes are down-regulated by a factor of at least 4, increasing the amount of UDP-glucose to be processed by trehalose 6-phosphate synthase, which is itself up-regulated by a factor of at least 4, into trehalose-6P and subsequently into trehalose (S1 Fig).

### Fused transcripts

A totally novel finding in *E*. *dermatitidis* is the presence of fused transcripts, i.e. annotated transcripts connected by split-reads. They are found under all conditions, with the highest and lowest number of fused transcripts found at 1C1W (873) and 37C (82), respectively (S19 Table). The number of split-reads and the corresponding connected genes were dependent on the experimental conditions. At 1C1W, the fused transcript with the highest number of split-reads (130) is made out of MC family mitochondrial carrier protein (HMPREF1120_06233) and L-fuculose-phosphate aldolase (HMPREF1120_06484) (Fig 3A). Aldolase was previously shown to be up-regulated under cold stress in *Arabidopsis thaliana* [57].

**Fig 3:**
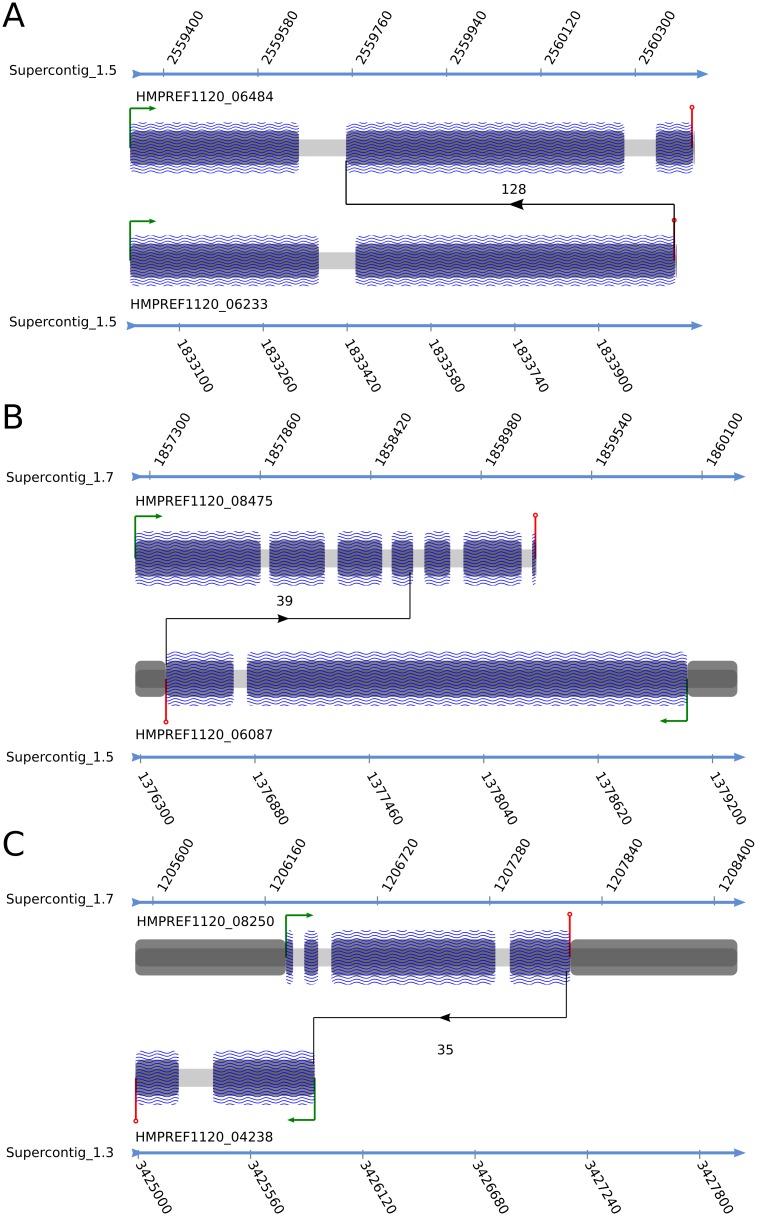
Graphical representation of the chimeric RNAs with the highest number of split reads for different temperatures. Fusion transcripts present at the following experimental conditions: 1°C for 1 week (A), 37°C (B) and 45°C for 1 week (C). The thick blue arrow represents the Supercontig with the corresponding scale. The start codon is represented by the green arrow. The stop codon is shown as a red vertical line. The splice connecting both genes is shown in black and the number of supporting split reads is located between both fused genes. The blue regions represent the Coding DNA Sequence (CDS), the dark grey regions represent the Untranslated Regions (UTRs), while the light gray regions represent introns. The splicing direction is given by the black arrow head.

At 1C1H, the fusion transcript with the highest number of trans-splicing events (128) is composed of an amidase and translation initiation factor eIF-4F. At 37C, HMPREF1120_08475, an ankyrin-containing protein, is connected to V-type proton ATPase subunit A (HMPREF1120_06233), two proteins involved in the energy metabolism (Fig 3B). Interestingly, in the bat *Myotis brandtii*, V-type proton ATPase subunit B is reported to contain 3 ankyrin domains [58].

At 45C1H, the second coding exon of Glucose-6-phosphate isomerase (HMPREF1120_08503) is connected to the first coding exon of HMPREF1120_03038 through 36 split reads, an homolog to Adhesin protein Mad1. Finally at 45C1W, the whole coding region of HSP40 (HMPREF1120_08250), a molecular chaperone involved in the heat shock response, is ligated through 35 reads to the whole transcript of HMPREF1120_04238, a homolog of an uncharacterized Glycosylphosphatidylinositol (GPI)-anchored protein found in various fungi (Fig 3C). This fusion transcript, with its heat shock domain, fits nicely with the condition and with the up-regulated phosphatidylinositol phosphorylation process at 45C1W.

### NcRNAs annotation

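The combined annotation lists 312 ncRNA entries, 267 on the nuclear supercontigs and 45 on the mitochondrial one. tRNAs, the adaptors of translation, are the largest family with 194 entries, of which 118 were taken as tRNAscan's and 76 as Infernal's by source label. They are followed by 41 snoRNAs, which guide the modification of rRNA, 37 entries with the name of a miRNA, and 18 genes of 5S rRNA, the small RNA of the large ribosomal subunit. Many entries describe the same place in the genome. When entries that overlap on either strand were counted once, 185 loci remained. The RefSeq annotation used here holds 71 tRNA and rRNA genes and no other ncRNA family, and its copy may be incomplete. Each ncRNA entry is stored as a single exon, so that a spliced tRNA takes up 2 entries.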

A total of 221 ncRNAs were annotated in the genome. All major ncRNA families, with the exception of miRNAs, were found (S20 Table). 

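The spliceosomal RNAs U1, U2, U4, U5 and U6 were each present as 1 entry. The same holds for U3, the snoRNA of rRNA processing, for the RNA of RNase P, which trims tRNA precursors, and for that of RNase MRP. One fungal signal recognition particle RNA was also listed. Other entries are named tmRNA, CRISPR-DR8, rli45, Phe_leader, P16, SSU_rRNA_bacteria and SSU_rRNA_archaea, with 1 entry each, and IRES_Bip, with 2. The last 2 of the single entries are named after small-subunit rRNA of bacteria and archaea. A name is a hit by similarity, and whether each such RNA is present in this fungus was not tested. The 18S rRNA entry covers 473 bases. The TPP riboswitch, an RNA element that binds thiamine pyrophosphate, was found at 2 places. The 41 snoRNA entries have a median length of 86 bases and form 36 loci once overlaps are joined. The entries with a miRNA name come from 16 families, and 13 of them are named mir-598. These entries are 61 to 105 bases long, lie on nuclear supercontigs and form 28 loci. Of the 28 loci, 7 hold entries on both strands, whereas 0 of the 36 snoRNA loci do (Fisher's exact test, two-sided, p = 0.00191). A protein-coding exon was overlapped by 9 of the miRNA loci and by 15 of the snoRNA loci (Fisher's exact test, two-sided, p = 0.603). The names come from similarity to known families, and no read count was used for them here.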

Similar to the protein coding genes, ncRNAs are differentially expressed. The highest and lowest number of regulated genes are found at 1C1W (30 up- / 6 down-regulated) and 45C1W (11 up- / 2 down-regulated) (Fig 1B), similar to what was found for the protein coding genes. However, in contrast to mRNAs, at 1C1W more ncRNAs are positively regulated than negatively. 

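In the combined annotation, 14 ncRNA entries lie wholly within an intron of a protein-coding gene. Of these, 10 are snoRNAs in 9 host genes, which is 24.4% of all snoRNA entries. Afu_191 lies on Supercontig_1.3 from 3066704 to 3066790, in intron 1 of the 3 introns of HMPREF1120_04106. snR191, the longest with 246 bases, lies on Supercontig_1.1 from 799614 to 799859 in HMPREF1120_00292. snosnR69 and Afu_304 share an intron of HMPREF1120_03791 and overlap each other. The other host genes are HMPREF1120_03435 (snoZ13_snr52), HMPREF1120_04162 (Afu_455), HMPREF1120_04727 (snoR38), HMPREF1120_05753 (snR44), HMPREF1120_05781 (Afu_335) and HMPREF1120_08232 (Afu_298). Afu_298 also overlaps an exon of HMPREF1120_08233. The 4 remaining entries are TPP riboswitches in HMPREF1120_02627 and HMPREF1120_04548, and a mitochondrial tRNA listed as tRNA-72 and tRNA-Sec-1 in HMPREF1120_11011.

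When overlapping entries were counted once, 12 loci remained and all 12 lie on the strand of their host gene (exact binomial test against equal chances, two-sided, p = 0.000488). The 12 include the 2 TPP riboswitches, which are elements of a transcript, so equal chances need not hold for them. The mitochondrial tRNA is also among the 12, and whether equal chances hold on that supercontig was not checked. The 9 snoRNA loci among the 12 were not tested on their own. The introns with a snoRNA are 182 to 327 bases long, with a median of 194. Of all distinct introns of protein-coding genes, 736 (5.80%) are at least as long as the shortest of these. Between the snoRNA and the 3' end of its intron lie 17 to 108 bases, with a median of 65.5.

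**Figure D1:**
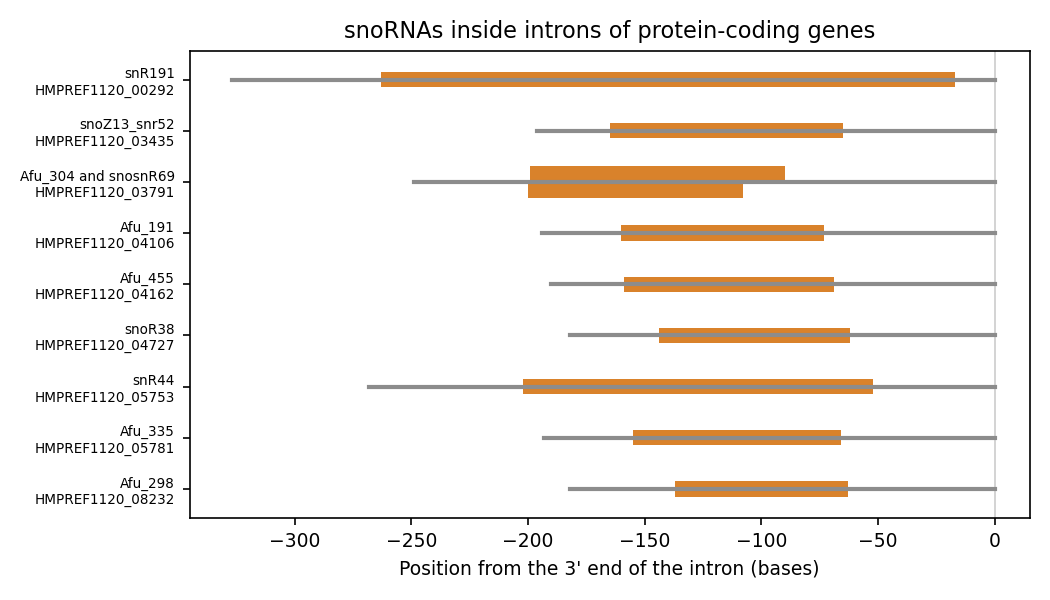
Position of the 10 intronic snoRNAs (orange) within their introns (grey lines), in bases from the 3' end of the intron at 0. Each line is 1 intron, labelled with the snoRNA and its host gene, and 9 host genes are shown. snR191 ends closest to the 3' end, at 17 bases.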

Eight ncRNAs, all belonging to the class of snoRNA, are located in introns of protein coding genes. Previous reports on intronic snoRNAs [59] showed that the regulation pattern between the intronic snoRNAs and their host genes might differ, something that is also seen in *Exophiala dermatitidis* (S2 Fig).

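tRNAscan names each tRNA after its amino acid, and joining the stored exons of spliced tRNAs gave 75 tRNAs from this tool. They cover 19 of the 20 amino acids. Arginine has the most with 7 tRNAs, followed by 5 each for alanine, glycine, leucine, serine and valine. Cysteine, methionine, proline and tyrosine have 1 tRNA each, and tryptophan has 0. In the nucleus 55 of these tRNAs were found, and 20 on the mitochondrial supercontig. Of the remaining names, 11 were Pseudo, 10 of them mitochondrial, 1 was undetermined and 2 were SeC, the tool's name for a tRNA of selenocysteine. Whether these 2 are selenocysteine tRNAs was not tested. The first tRNA named SeC is mitochondrial, from 22965 to 23036 on Supercontig_1.11, and the other is nuclear, from 2774159 to 2774297 on Supercontig_1.6. Together with Infernal, whose tRNA entries carry no name of a standard amino acid, 80 tRNA loci were annotated. Of these, 69 were found by both tools as inferred here, 6 by tRNAscan alone and 5 by Infernal alone. The amino acid of the last 5 is not given.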

All tRNAs, with the exception of trp-tRNAs, were found. 26 tRNAs contain an intron of varying length. Both tRNA-halves and introns of these spliced-tRNAs showed temperature-dependent expression modulation (Fig 4A).

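Introns were found in 43 nuclear tRNAs and in 0 mitochondrial ones, counted as pairs of tRNA exons of the same name with a gap between them. This is 78.2% of the 55 nuclear tRNAs from tRNAscan. The introns are 7 to 115 bases long with a median of 19 bases, and 5 of them have 60 bases or more. The shortest belong to a tRNA-Arg on Supercontig_1.3 and a tRNA-Ser on Supercontig_1.6. The longest lies in a tRNA named Pseudo on Supercontig_1.4. Among the 41 pairs named for an amino acid, the longest intron has 94 bases and lies in the tRNA-His on Supercontig_1.5, from 1803600 to 1803693. This tRNA spans 1803562 to 1803729, within the single exon of HMPREF1120_06224, which is on the opposite strand by the Infernal entry. The second tRNA-His, on Supercontig_1.6, has an intron of 14 bases. All nuclear tRNAs of 12 amino acids have an intron, among them the 5 for serine and the 3 for isoleucine, whereas 1 of the 3 for glutamate does.

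A single Infernal entry spans both exons in 40 of the 43 pairs. The span of 22 pairs, a setting chosen after seeing the data, is also that of a RefSeq tRNA gene. These are all 22 pairs on Supercontig_1.1, 1.2, 1.5 and 1.7, and none of the 21 pairs on Supercontig_1.3, 1.4 and 1.6. The RefSeq copy used here has 29 nuclear tRNA genes, 22 with the span of a pair and 7 with that of a tRNAscan entry stored whole. None of the 29 lies on those 3 supercontigs, where the copy may be incomplete, so the 22 is no count over the whole genome.

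**Figure D2:**
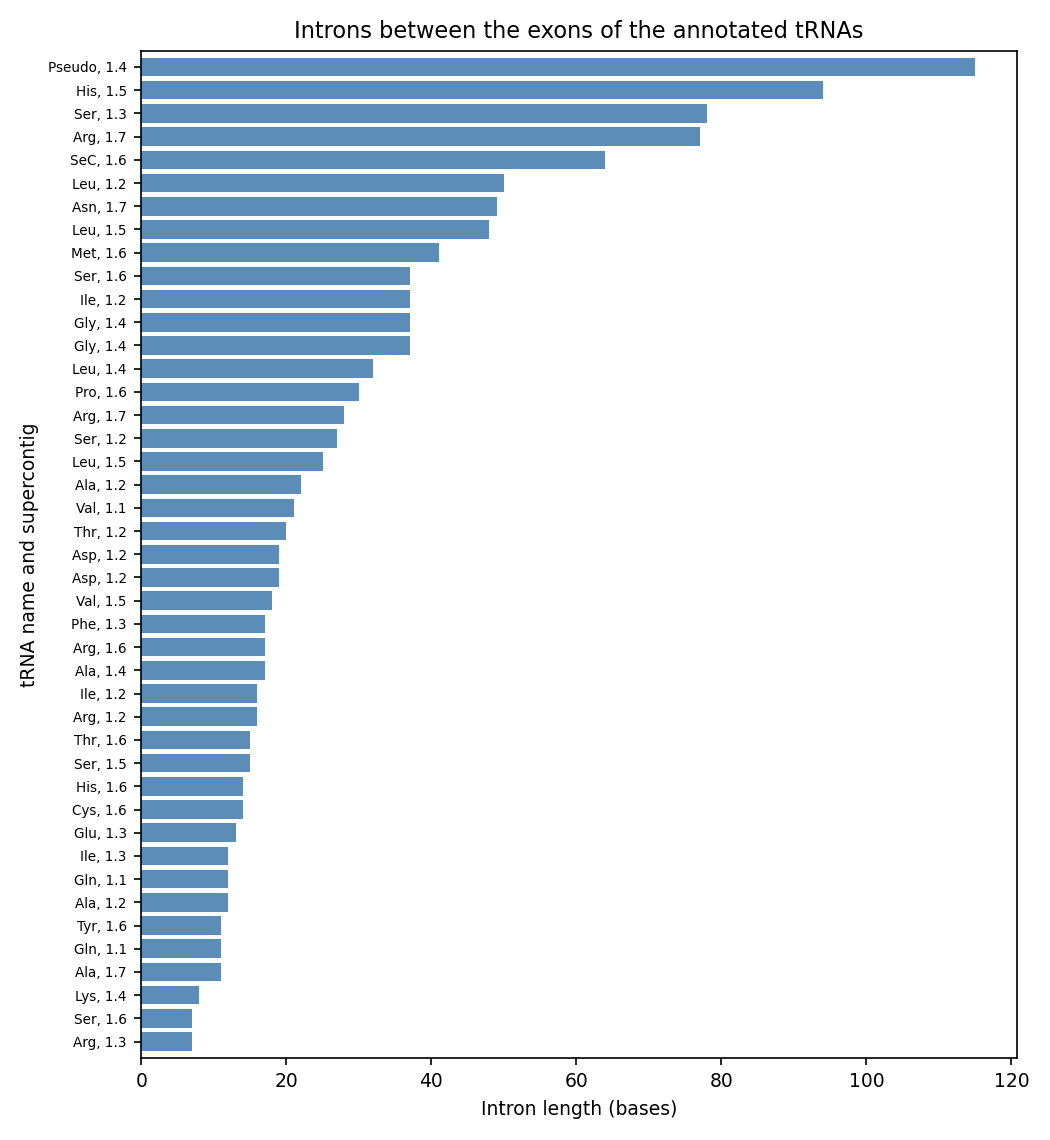
Length in bases of the intron between the exons of each of the 43 tRNAs, as bars ordered by length and labelled with the tRNA name and the supercontig. The bars run from 7 bases (tRNA-Arg and tRNA-Ser) to 115 bases (Pseudo), and the tRNA-His with 94 bases is the longest named for an amino acid.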

**Fig 4:**
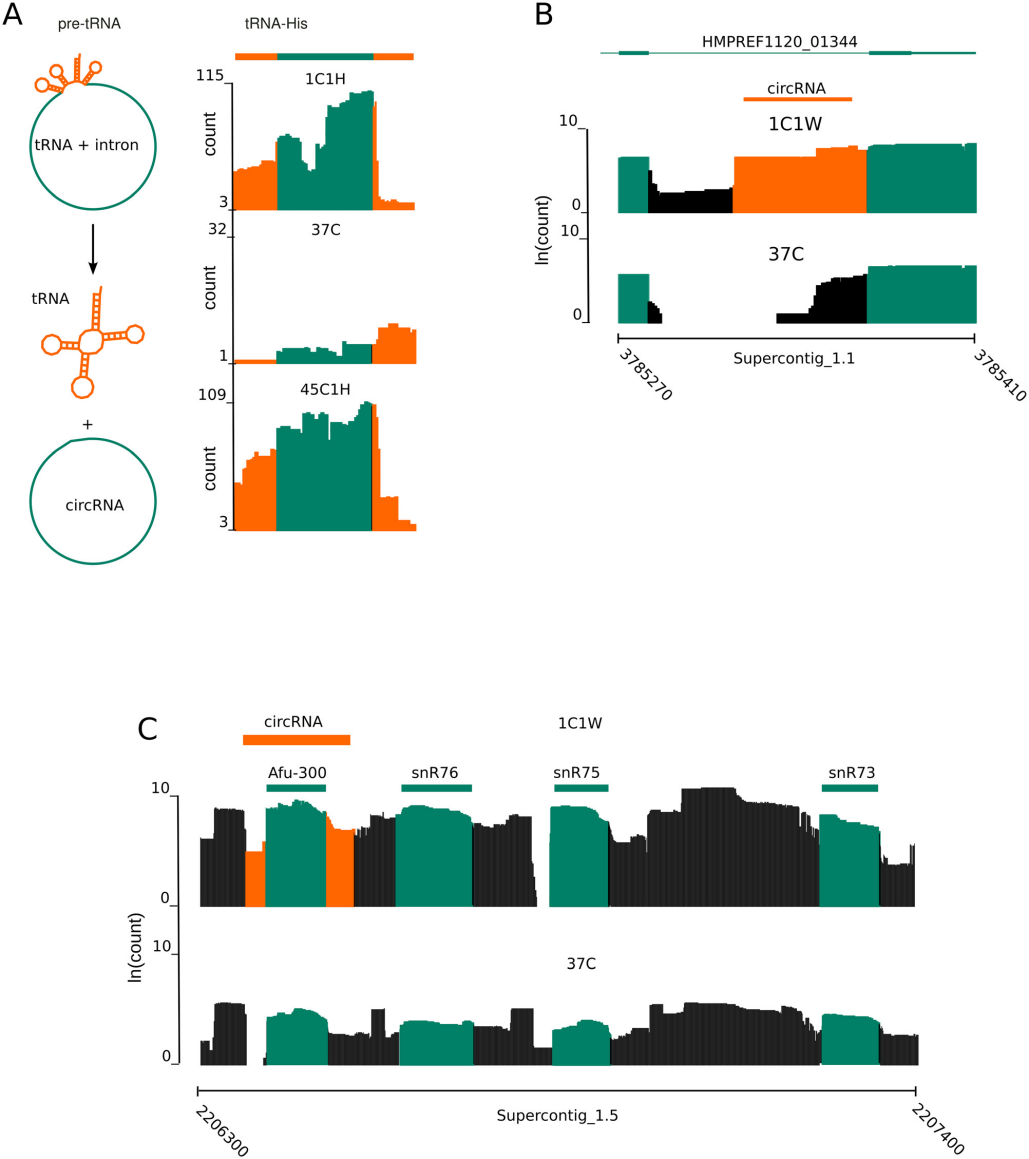
Circular RNAs are differentially expressed. (A) Circular RNA found inside the intron of a tRNA. The two tRNAhalves are shown in orange, while the circular RNA is shown in green. The circularization of the tRNA-His intron happens only after the short-term treatment (1 hour) at 1°C and 45°C. Both halves of the tRNA-His show unconstrained temperature-dependent regulation. *(B)* Log10Count of the reads mapping in the region around the circRNA (orange) located in the intron of HMPREF1120_01344 (green). The expression level of the circRNA is higher upon exposure at 1°C for 1 week than at the control condition (37°C). (C) Expression profile log10(count) at 1°C for 1 week and 37°C of a circRNA overlapping with an homolog of Afu_300 snoRNA (green). For completeness, the snoRNAs belonging to the same snoRNAs cluster are also shown.

### Circular RNA

Circular RNAs (circRNAs) were investigated by examining reads that contained apparent splice junctions connecting the end (start) of a split read fragment to the start (end) of a downstream (upstream) fragment. The number of such split-reads was strongly influenced by the experimental conditions (S18 Table). The highest number of circular split-reads were found at 1C1H (35877) and the smallest number at 1C1W (4215). Circular RNAs were divided into short circular RNAs, e.g. transcripts covered by circular split reads whose ends were not separated by more than 200 nts and long circular RNAs, where the circular split reads connected distinct exons/introns.

Like the other classes of RNAs, circRNAs show a temperature dependent expression. This is clearly seen for the circRNA located inside HMPREF1120_01344. Its expression is at its peak at 1C1W, while under other conditions, the expression level is strongly down-regulated (Fig 4B). Two cases of circular RNAs overlapping ncRNAs were found. At 1C1H and 45C1H, the intron of the spliced His-tRNA located at Supercontig_1.5 1803599 1803694, is reported to be circularized (21 split reads at 1C1H, 19 split reads at 45C1H) (Fig 4A). Circularized tRNA introns were previously reported in *Haloferax volcanii* [60] and various other archea [61].

The other example is found for 1C1W where the snoRNA homolog to C/D-snoRNA Afu_300 is reported to be located inside a circularized region of 165 nucleotides (Fig 4C). Circularized snoRNAs were previously reported in *Nanoarchaeum equitans [62]* as well as *Pyrococcus furiosus* [61 *]*. The region located around Afu_300 is interesting as it contains a cluster of 4 snoRNAs (snR73, snR76, snR78, Afu_300) that is found in other fungi [63] (Fig 4C).

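The snoRNAs around Afu_300 lie on the plus strand of Supercontig_1.5, from 2206401 to 2207342, a stretch of 942 bases. From left to right they are Afu_300 (2206401 to 2206489), snR76 (2206609 to 2206714), snR75 (2206844 to 2206924) and snR73 (2207259 to 2207342). The entry Afu_513 lies inside snR76, so that the 5 entries form 4 loci. The gaps between neighbouring loci are 119, 129 and 334 bases. No protein-coding model covers the cluster. HMPREF1120_06363 ends 1465 bases before it and HMPREF1120_06364 starts 272 bases after it, both on the plus strand. Of the 36 snoRNA loci, only 2 other neighbouring pairs lie within 1000 bases of each other. The paper places the circularized region found at 1C1W over the first snoRNA of this cluster and states that the cluster is found in other fungi.

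**Figure D3:**
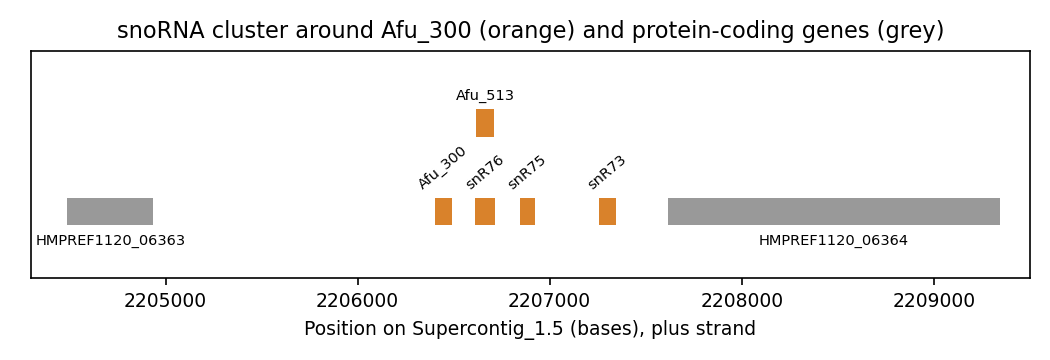
Map of Supercontig_1.5 around Afu_300, with the position in bases on the horizontal axis, the snoRNA entries in orange and the protein-coding genes in grey. Afu_513 is drawn above snR76, which contains it. The 4 loci lie between HMPREF1120_06363 and HMPREF1120_06364.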

The circular RNA located in the his-tRNA and the most highly expressed circular RNA at 1C1W (115 sustaining split reads) were tested with RT-PCR (reverse transcriptase PCR) and both were confirmed (see S4 Fig).

### Discussion

In this study we focused on the transcriptome of *E*. *dermatitidis* and its variations under three temperature conditions corresponding to its known environments, i.e. cold water (1°C), human body (37°C) and the warm sites found in different human habitats (45°C).

At 1°C, the cell is mainly focused on becoming adapted to the cold and regulates different processes. The lipid metabolism is the pathway that is most strongly regulated. The modification of the lipidome is a typical response to temperature stresses in both uni- and multicellular organisms [47]. This can be explained by the fact that, at low temperatures, the cell membrane becomes rigid, compromising membrane-associated cellular functions, hindering membrane-bound enzymes, slowing down diffusion rates and inducing cluster formation of integral membrane proteins [64]. However, cells have a large repertoire of processes to increase the membrane fluidity: e.g. the modification of the ratio of polyunsaturated to saturated fatty acids as well as the integration of more sterols into the membrane phosphate bi-layer ensuring membrane integrity and stability [47,53,65]. In our data we found that HMPREF1120_00310, a gene whose yeast homolog is involved in the desaturation of fatty acid, is up-regulated at low temperature and that ergosterol biosynthesis pathway is enriched in genes that are up-regulated at low temperature (p-value 0.02).

Glycerol 3-phosphate metabolism (G3P) is the main active process when the fungus is exposed long-term to 1°C. It has already been established that G3P is mainly involved in the anabolism of triacylglycerols, being the backbone for the biosynthesis of all phospholipids, and it can enter the glycolytic pathway after being oxidized to dihydroxyacetone phosphate. Nevertheless, it is also a major donor of electrons in the mitochondrial respiratory chain. According to our set of genes up-regulated at 1°C, it seems that the latter could be its role under long-term cold exposure (Fig 2D). Thus, the fungus is metabolically active at 1°C.

The heterocyclic catabolism is, after the G3P metabolism, the second most represented process at 1W1C. It leads to the proline catabolic processes and to glutamate biosynthesis (S3 Table). The important role of glutamate in cold stress resistance has previously been reported in different eukaryotes [66–68]. Moreover, Takagi *et al*. have demonstrated how, in yeasts, proline and charged amino acid such as arginine and glutamate exhibit cryoprotective activities almost comparable to that of threalose and glycerol [56]. In summary, with the support of the data related to trehalose pathway, we can conclude that the cryoprotection in this fungus is achieved by the increase of both proline and intracellular trehalose.

Genes related to cell cycle checkpoints are up-regulated after short-term exposure to 1°C, presenting a cell in an alert state. The cell cycle slowdown is a typical response to cold stress, since it has been observed both in prokaryotes [65] and eukaryotes [47,66]. In yeasts, in particular, it is described as a characteristic response to near-freezing temperature (<10°C), although *S*. *cerevisiae* still actively grows when exposed to temperatures between 10 and 18°C [47].

Finally, genes up-regulated over both long and short exposures to 1°C are enriched in GO terms related to the post-chaperonin tubulin folding pathway as well as the tubulin complex biogenesis processes. Interestingly, it was previously reported in *S*. *cerevisiae* that the cytoplasmic chaperonin CCT is a cold shock protein and that its main cellular substrates are actine and tubulin [69].

The number of processes modified by the exposure of *E*. *dermatitidis* at 1°C is much larger than those found at 45°C. For example, no alteration of the lipid-related pathways could be observed at 45°C, indicating that this temperature does not represent a stress condition for the membrane. Furthermore DNA packing and mitotic chromosome condensation are down-regulated during the short 45°C exposure, indicating that the fungus is in a fully replicative state. Taken together the replicative state and the missing modification of membranes indicates that 45°C—albeit being beyond the optimal growth temperature—does not yet induce any cellular stress.

Finally, increased activity of the Golgi apparatus was observed following long-term exposure to 45°C. The importance of the Golgi apparatus at 45C1W is underlined by the enrichment in genes related to the COPII vesicle coat, a type of coat protein that transports other proteins from the endoplasmic reticulum to the Golgi apparatus [70].

Beyond the mere mRNAs, ncRNAs, fusion transcripts as well as circRNAs exhibit temperature-dependent regulation. Moreover, intronic snoRNAs and circRNAs show a regulation pattern different from that of the host-gene. Environmental changes can modulate the expression of house-keeping ncRNAs, like snoRNAs, snRNAs or Rnase [59,71]. With the exception of a few examples [59], the role of these basal RNAs in case of stress conditions is still poorly understood. Even if the function of circRNAs in fungi is still unknown [72,73], their proven resistance to denaturation and to enzymatic degradation [74] might play a role in fungal stress resistance as well as virulence.

## Conclusion

*Exophiala dermatitidis* is an important model organism in view of fungal ecology but also in view of new and emerging mycosis threatening human health. As mentioned in the introduction, the fungus has been isolated from glaciers, from cold and hot tap water, from dishwashers and sauna facilities, and the clinical occurrence of the fungus as an agent of cutaneous, subcutaneous and systemic mycosis is increasing. Hitherto, effective therapies and drugs have not been developed, a consequence of the lack of knowledge of the ecology of the fungus and its virulence factors. In this study the acclimatization of *E*. *dermatitidis* to temperatures ranging from 1°C to 45°C was studied because temperature plays an important role in the fungus pathogenicity. Our molecular observations confirm that *E*. *dermatitidis* can survive at a wide range of temperatures. While it shows some stress responses when exposed to 1°C—like DNA and cell cycle checkpoints and modification of membranes—45°C does not seem to induce any stress response in the cell. However, the fungus—after having acclimatized to 1°C—is metabolically active even at this temperature.

The wide ecological amplitude and the ability to be active at low and high temperatures, which might in part be due to the capacity of the fungus to fuse distinct mRNAs to create the necessary proteins on-the-fly, and is probably responsible for the success of *Exophiala dermatitidis* in thriving from its natural habitat into the warm human environment and as a pathogen into the human host.

Our study is part of an emerging research trend that applies the use of Next Generation Sequencing tools to the study of many relevant pathogenic fungi [75–77] with the aim of deepening the knowledge of the gene expressions that underlie their pathogenicity. Together with the work published in [27] and by Robertson *et al*. [6] that also focus on the transcriptome of *E*. *dermatitidis*, our work is pioneering for this fungus.

Getting a deeper understanding of the cellular mechanisms of the fungus, both on the protein and RNA levels, is a first step towards the understanding of *E*. *dermatitidis* pathogenicity and will pave the way for the development of novel drug targets for effective therapies against the emerging mycosis caused by this fungus.

## Supporting Information

S1 Fig Starch and sucrose metabolic metabolic pathway. Each rectangle correspond to an enzyme. White rectangles correspond to enzymes not found in S. cerevisiae. Green rectangles correspond to enzymes present in S. cerevisiae. Red coloured rectangles are downregulated genes at 1C1W with respect to 37C. Blue coloured rectangles are upregulated genes at 1C1W compared to 37C. ⇡and ⇣represent a up- and downregulation smaller than a factor two. ↑ and ↓ represent a 2 to 4 fold up- and downregulation, respectively. ⇑and ⇓represent a 4 to 8 fold up- and downregulation, respectively. ⤊ and ⤋represent a more than 8 fold up- and downregulation, respectively.
(TIFF)

S2 Fig Expression profile of an intronic snoRNA homolog to Afu_191. The snoRNA corresponds to the green line located in the host gene HMPREF1120_04106 (yellow line). The log10(count) are reported for each temperature. Upon exposure at 1°C for 1 week, the snoRNA is at its highest expression, while the host gene is lowly expressed, clearly indicating that the snoRNA and mRNA expressions are not always related.
(TIFF)

S3 Fig Expression profile of the 10 closest genes with respect to the medoid of cluster 1.

S4 Fig Agarose gel of RT-PCR of tested circular RNAs. cRNA1.4 is the most highly expressed circRNA at 1C1W with 115 sustaining reads. The expected size of the amplicon is 80bp. cRNA1.5a/b are located inside the his-tRNA intron (See Fig 4a). Two different primer pairs were used for cRNA1.5a and cRNA1.5b, leading to an amplicon size of 71bp and 70bp, respectively. The second amplicon at around 700bp is probably due to an unspecific binding of the primers couple on transcript HMPREF1120_08504T0 as reported by RNAplex.
(EPS)

S1 Table List of over-represented GO terms in the Biological Process category for the genes up-regulated at 1°C for 1 hour.

S2 Table List of over-represented GO terms in the Biological Process category for the genes down-regulated at 1°C for 1 hour.

S3 Table List of over-represented GO terms in the Biological Process category for the genes up-regulated at 1°C for 1 week.

S4 Table List of over-represented GO terms in the Biological Process category for the genes down-regulated at 1°C for 1 week.

S5 Table List of over-represented GO terms in the Biological Process category for the genes up-regulated at 45°C for 1 hour.

S6 Table List of over-represented GO terms in the Biological Process category for the genes down-regulated at 45°C for 1 hour.

S7 Table List of over-represented GO terms in the Biological Process category for the genes up-regulated at 45°C for 1 week.

S8 Table List of over-represented GO terms in the Biological Process category for the genes down-regulated at 45°C for 1 week.

S9 Table List of over-represented GO terms in the Cellular Components category for the genes down-regulated at 1°C 1 hour.

S10 Table List of over-represented GO terms in the Cellular Components category for the genes up-regulated at 1°C for 1 hour.

S11 Table List of over-represented GO terms in the Cellular Components category for the genes down-regulated at 1°C for 1 week.

S12 Table List of over-represented GO terms in the Cellular Components category for the genes up-regulated at 1°C for 1 week.

S13 Table List of over-represented GO terms in the Cellular Components category for the genes down-regulated at 45°C for 1hour.

S14 Table List of over-represented GO terms in the Cellular Components category for the genes up-regulated at 45°C for 1 hour.

S15 Table List of over-represented GO terms in the Cellular Components category for the genes down-regulated at 45°C for 1 week.

S16 Table List of over-represented GO terms in the Cellular Components category for the genes up-regulated at 45°C for 1 week.

S17 Table Melanin biosynthesis pathway genes regulated by at least a factor 8 compared to the control at 37°C.

S18 Table Number of circular split reads returned by the segemehl:testrealign approach. Splits with the passed flags were retained. * The number of splitreads is at least 10. The distance between the mapping position of the read end and read start is less than 200 nts. **Reads end and Reads start are not on the same exon, intron, the number of splitreads is at least 10 and reads end and start are falling close (less than 20nts) to an intron/exon boundary.
(DOCX)

S19 Table Number of linear splits returned by the segemehl:testrealign approach. Only splits with the passed flags were retained. **The number of split-reads is at least 10 and reads start and end are falling close (less than 20nts) to an intron/exon boundary.
(DOCX)

S20 Table Number of annotated ncRNAs genes for different ncRNA families.

S21 Table Raw number of reads and mapped number of reads for the 5 experimental conditions.

# Supplementary material for: From Glacier to Sauna: RNA-Seq of the Human Pathogen Black Fungus Exophiala dermatitidis under Varying Temperature Conditions Exhibits Common and Novel Fungal Response
**Source:** PLoS One. 2015 Jun 10;10(6):e0127103. doi: 10.1371/journal.pone.0127103
**Supplement:** S1 Table

| GO | P-Value | Description |
| --- | --- | --- |
| GO:0006629 | 1.05E-003 | lipid metabolic process |
| GO:0030258 | 6.66E-003 | lipid modification |
| GO:0044238 | 6.81E-003 | primary metabolic process |
| GO:0007023 | 9.05E-003 | post-chaperonin tubulin folding pathway |
| GO:0071704 | 1.76E-002 | organic substance metabolic process |
| GO:0046488 | 1.76E-002 | phosphatidylinositol metabolic process |
| GO:0006635 | 1.80E-002 | fatty acid beta-oxidation |
| GO:0048869 | 1.80E-002 | cellular developmental process |
| GO:0048856 | 1.80E-002 | anatomical structure development |
| GO:0031570 | 1.80E-002 | DNA integrity checkpoint |
| GO:0000902 | 1.80E-002 | cell morphogenesis |
| GO:0019395 | 1.80E-002 | fatty acid oxidation |
| GO:0000077 | 1.80E-002 | DNA damage checkpoint |
| GO:0009653 | 1.80E-002 | anatomical structure morphogenesis |
| GO:0072668 | 1.80E-002 | tubulin complex biogenesis |
| GO:0032989 | 1.80E-002 | cellular component morphogenesis |
| GO:0034440 | 1.80E-002 | lipid oxidation |
| GO:0006650 | 2.23E-002 | glycerophospholipid metabolic process |
| GO:0046486 | 2.23E-002 | glycerolipid metabolic process |
| GO:0032502 | 2.69E-002 | developmental process |
| GO:0044767 | 2.69E-002 | single-organism developmental process |
| GO:0046856 | 3.57E-002 | phosphatidylinositol dephosphorylation |
| GO:0046839 | 3.57E-002 | phospholipid dephosphorylation |
| GO:0044255 | 4.17E-002 | cellular lipid metabolic process |
| GO:0009062 | 4.45E-002 | fatty acid catabolic process |
| GO:0000075 | 4.45E-002 | cell cycle checkpoint |

Supplementary Table 1: List of overrepresented GO terms in the Biological Process category for the genes upregulated at 1C1H

# Supplementary material for: From Glacier to Sauna: RNA-Seq of the Human Pathogen Black Fungus Exophiala dermatitidis under Varying Temperature Conditions Exhibits Common and Novel Fungal Response
**Source:** PLoS One. 2015 Jun 10;10(6):e0127103. doi: 10.1371/journal.pone.0127103
**Supplement:** S2 Table

| GO | P-Value | Description |
| --- | --- | --- |
| GO:0071103 | 4.24E-003 | DNA conformation change |
| GO:0043174 | 1.89E-002 | nucleoside salvage |
| GO:0006611 | 1.89E-002 | protein export from nucleus |
| GO:0006166 | 1.89E-002 | purine ribonucleoside salvage |
| GO:0006997 | 1.89E-002 | nucleus organization |
| GO:0006998 | 1.89E-002 | nuclear envelope organization |
| GO:0046160 | 1.89E-002 | heme a metabolic process |
| GO:0006784 | 1.89E-002 | heme a biosynthetic process |
| GO:0006259 | 2.21E-002 | DNA metabolic process |
| GO:0007018 | 2.39E-002 | microtubule-based movement |
| GO:0007017 | 2.52E-002 | microtubule-based process |
| GO:0006323 | 3.14E-002 | DNA packaging |
| GO:0007059 | 3.14E-002 | chromosome segregation |
| GO:0006928 | 3.55E-002 | cellular component movement |
| GO:0043101 | 3.75E-002 | purine-containing compound salvage |
| GO:0006405 | 3.75E-002 | RNA export from nucleus |
| GO:0006406 | 3.75E-002 | mRNA export from nucleus |

Supplementary Table 2: List of overrepresented GO terms in the Biological Process category for the genes downregulated at 1C1H

# Supplementary material for: From Glacier to Sauna: RNA-Seq of the Human Pathogen Black Fungus Exophiala dermatitidis under Varying Temperature Conditions Exhibits Common and Novel Fungal Response
**Source:** PLoS One. 2015 Jun 10;10(6):e0127103. doi: 10.1371/journal.pone.0127103
**Supplement:** S3 Table

| GO | P-Value | Description |
| --- | --- | --- |
| "GO:0046700" | 6.05E-005 | "heterocycle catabolic process" |
| "GO:1901361" | 8.32E-005 | "organic cyclic compound catabolic process" |
| "GO:0044270" | 1.09E-003 | "cellular nitrogen compound catabolic process" |
| "GO:0019439" | 1.09E-003 | "aromatic compound catabolic process" |
| "GO:0072668" | 6.33E-003 | "tubulin complex biogenesis" |
| "GO:0052646" | 8.35E-003 | "alditol phosphate metabolic process" |
| "GO:0006072" | 8.35E-003 | "glycerol-3-phosphate metabolic process" |
| "GO:0006793" | 1.11E-002 | "phosphorus metabolic process" |
| "GO:0019637" | 1.56E-002 | "organophosphate metabolic process" |
| "GO:0006796" | 1.62E-002 | "phosphate-containing compound metabolic process" |
| "GO:0006122" | 1.80E-002 | "mitochondrial electron transport, ubiquinol to cytochrome c" |
| "GO:0006562" | 1.80E-002 | "proline catabolic process" |
| "GO:1901615" | 1.81E-002 | "organic hydroxy compound metabolic process" |
| "GO:1901565" | 2.42E-002 | "organonitrogen compound catabolic process" |
| "GO:0006537" | 3.41E-002 | "glutamate biosynthetic process" |
| "GO:0042775" | 3.41E-002 | "mitochondrial ATP synthesis coupled electron transport" |
| "GO:0018958" | 3.41E-002 | "phenol-containing compound metabolic process" |
| "GO:0019748" | 3.41E-002 | "secondary metabolic process" |
| "GO:1901135" | 3.66E-002 | "carbohydrate derivative metabolic process" |
| "GO:0055086" | 3.66E-002 | "nucleobase-containing small molecule metabolic process" |
| "GO:0019318" | 4.15E-002 | "hexose metabolic process" |
| "GO:0005975" | 4.55E-002 | "carbohydrate metabolic process" |
| "GO:0090407" | 4.77E-002 | "organophosphate biosynthetic process" |
| "GO:0006753" | 4.77E-002 | "nucleoside phosphate metabolic process" |
| "GO:0034655" | 4.95E-002 | "nucleobase-containing compound catabolic process" |

Supplementary Table 3: List of overrepresented GO terms in the Biological Process category for the genes upregulated at 1C1W

# Supplementary material for: From Glacier to Sauna: RNA-Seq of the Human Pathogen Black Fungus Exophiala dermatitidis under Varying Temperature Conditions Exhibits Common and Novel Fungal Response
**Source:** PLoS One. 2015 Jun 10;10(6):e0127103. doi: 10.1371/journal.pone.0127103
**Supplement:** S4 Table

| GO | P-Value | Description |
| --- | --- | --- |
| "GO:0042254" | 2.70E-005 | "ribosome biogenesis" |
| "GO:0022613" | 4.47E-004 | "ribonucleoprotein complex biogenesis" |
| "GO:0042255" | 3.54E-003 | "ribosome assembly" |
| "GO:0006265" | 3.54E-003 | "DNA topological change" |
| "GO:0006000" | 3.54E-003 | "fructose metabolic process" |
| "GO:0006003" | 3.54E-003 | "fructose 2,6-bisphosphate metabolic process" |
| "GO:0044085" | 1.10E-002 | "cellular component biogenesis" |
| "GO:0006904" | 1.65E-002 | "vesicle docking involved in exocytosis" |
| "GO:0070925" | 1.65E-002 | "organelle assembly" |
| "GO:0006364" | 1.97E-002 | "rRNA processing" |
| "GO:0016072" | 2.30E-002 | "rRNA metabolic process" |
| "GO:0051649" | 2.44E-002 | "establishment of localization in cell" |
| "GO:0022406" | 2.95E-002 | "membrane docking" |
| "GO:0006913" | 2.95E-002 | "nucleocytoplasmic transport" |
| "GO:0051169" | 2.95E-002 | "nuclear transport" |
| "GO:0048278" | 2.95E-002 | "vesicle docking" |
| "GO:0016192" | 2.95E-002 | "vesicle-mediated transport" |
| "GO:0043174" | 3.50E-002 | "nucleoside salvage" |
| "GO:0043967" | 3.50E-002 | "histone H4 acetylation" |
| "GO:0043968" | 3.50E-002 | "histone H2A acetylation" |
| "GO:0042256" | 3.50E-002 | "mature ribosome assembly" |
| "GO:0006611" | 3.50E-002 | "protein export from nucleus" |
| "GO:0006475" | 3.50E-002 | "internal protein amino acid acetylation" |
| "GO:0032501" | 3.50E-002 | "multicellular organismal process" |
| "GO:0044707" | 3.50E-002 | "single-multicellular organism process" |
| "GO:0006166" | 3.50E-002 | "purine ribonucleoside salvage" |
| "GO:0006997" | 3.50E-002 | "nucleus organization" |
| "GO:0006998" | 3.50E-002 | "nuclear envelope organization" |
| "GO:0016573" | 3.50E-002 | "histone acetylation" |
| "GO:0046168" | 3.50E-002 | "glycerol-3-phosphate catabolic process" |
| "GO:0007275" | 3.50E-002 | "multicellular organismal development" |
| "GO:0031122" | 3.50E-002 | "cytoplasmic microtubule organization" |
| "GO:0007050" | 3.50E-002 | "cell cycle arrest" |
| "GO:0018393" | 3.50E-002 | "internal peptidyl-lysine acetylation" |
| "GO:0018394" | 3.50E-002 | "peptidyl-lysine acetylation" |
| "GO:0046040" | 3.70E-002 | "IMP metabolic process" |
| "GO:0006188" | 3.70E-002 | "IMP biosynthetic process" |
| "GO:0006887" | 4.53E-002 | "exocytosis" |

Supplementary Table 4: List of overrepresented GO terms in the Biological Process category for the genes downregulated at 1C1W

# Supplementary material for: From Glacier to Sauna: RNA-Seq of the Human Pathogen Black Fungus Exophiala dermatitidis under Varying Temperature Conditions Exhibits Common and Novel Fungal Response
**Source:** PLoS One. 2015 Jun 10;10(6):e0127103. doi: 10.1371/journal.pone.0127103
**Supplement:** S5 Table

| GO | P-Value | Description |
| --- | --- | --- |
| "GO:0009262" | 1.37E-004 | "deoxyribonucleotide metabolic process" |
| "GO:0009219" | 1.37E-004 | "pyrimidine deoxyribonucleotide metabolic process" |
| "GO:0019692" | 1.37E-004 | "deoxyribose phosphate metabolic process" |
| "GO:0009394" | 1.37E-004 | "2'-deoxyribonucleotide metabolic process" |
| "GO:0006220" | 2.00E-003 | "pyrimidine nucleotide metabolic process" |
| "GO:0072527" | 5.21E-003 | "pyrimidine-containing compound metabolic process" |
| "GO:0046080" | 6.99E-003 | "dUTP metabolic process" |
| "GO:0046072" | 6.99E-003 | "dTDP metabolic process" |
| "GO:0009196" | 6.99E-003 | "pyrimidine deoxyribonucleoside diphosphate metabolic process" |
| "GO:0009197" | 6.99E-003 | "pyrimidine deoxyribonucleoside diphosphate biosynthetic process" |
| "GO:0009189" | 6.99E-003 | "deoxyribonucleoside diphosphate biosynthetic process" |
| "GO:0009138" | 6.99E-003 | "pyrimidine nucleoside diphosphate metabolic process" |
| "GO:0009139" | 6.99E-003 | "pyrimidine nucleoside diphosphate biosynthetic process" |
| "GO:0006233" | 6.99E-003 | "dTDP biosynthetic process" |
| "GO:0009186" | 1.39E-002 | "deoxyribonucleoside diphosphate metabolic process" |
| "GO:0009133" | 1.39E-002 | "nucleoside diphosphate biosynthetic process" |
| "GO:0009263" | 1.39E-002 | "deoxyribonucleotide biosynthetic process" |
| "GO:0009265" | 1.39E-002 | "2'-deoxyribonucleotide biosynthetic process" |
| "GO:0009221" | 1.39E-002 | "pyrimidine deoxyribonucleotide biosynthetic process" |
| "GO:0009211" | 1.39E-002 | "pyrimidine deoxyribonucleoside triphosphate metabolic process" |
| "GO:0006419" | 1.39E-002 | "alanyl-tRNA aminoacylation" |
| "GO:0046385" | 1.39E-002 | "deoxyribose phosphate biosynthetic process" |
| "GO:0009132" | 2.08E-002 | "nucleoside diphosphate metabolic process" |
| "GO:0009200" | 2.08E-002 | "deoxyribonucleoside triphosphate metabolic process" |
| "GO:0046856" | 2.77E-002 | "phosphatidylinositol dephosphorylation" |
| "GO:0046839" | 2.77E-002 | "phospholipid dephosphorylation" |
| "GO:0009147" | 3.45E-002 | "pyrimidine nucleoside triphosphate metabolic process" |
| "GO:0006270" | 4.80E-002 | "DNA replication initiation" |

Supplementary Table 5: List of overrepresented GO terms in the Biological Process category for the genes upregulated at 45C1H

# Supplementary material for: From Glacier to Sauna: RNA-Seq of the Human Pathogen Black Fungus Exophiala dermatitidis under Varying Temperature Conditions Exhibits Common and Novel Fungal Response
**Source:** PLoS One. 2015 Jun 10;10(6):e0127103. doi: 10.1371/journal.pone.0127103
**Supplement:** S6 Table

| GO | P-Value | Description |
| --- | --- | --- |
| "GO:0071103" | 1.10E-003 | "DNA conformation change" |
| "GO:0043174" | 1.19E-002 | "nucleoside salvage" |
| "GO:0006611" | 1.19E-002 | "protein export from nucleus" |
| "GO:0006166" | 1.19E-002 | "purine ribonucleoside salvage" |
| "GO:0006997" | 1.19E-002 | "nucleus organization" |
| "GO:0006998" | 1.19E-002 | "nuclear envelope organization" |
| "GO:0016598" | 1.19E-002 | "protein arginylation" |
| "GO:0019295" | 1.19E-002 | "coenzyme M biosynthetic process" |
| "GO:0019296" | 1.19E-002 | "coenzyme M metabolic process" |
| "GO:0006323" | 1.31E-002 | "DNA packaging" |
| "GO:0043101" | 2.37E-002 | "purine-containing compound salvage" |
| "GO:0006405" | 2.37E-002 | "RNA export from nucleus" |
| "GO:0006406" | 2.37E-002 | "mRNA export from nucleus" |
| "GO:0017182" | 3.54E-002 | "peptidyl-diphthamide metabolic process" |
| "GO:0017183" | 3.54E-002 | "peptidyl-diphthamide biosynthetic process from peptidyl-histidine" |
| "GO:0018202" | 3.54E-002 | "peptidyl-histidine modification" |
| "GO:0006265" | 3.54E-002 | "DNA topological change" |
| "GO:0051168" | 3.54E-002 | "nuclear export" |
| "GO:0009395" | 3.54E-002 | "phospholipid catabolic process" |
| "GO:0051028" | 4.69E-002 | "mRNA transport" |
| "GO:0035383" | 4.69E-002 | "thioester metabolic process" |
| "GO:0006637" | 4.69E-002 | "acyl-CoA metabolic process" |
| "GO:0030261" | 4.69E-002 | "chromosome condensation" |
| "GO:0006487" | 4.69E-002 | "protein N-linked glycosylation" |
| "GO:0006403" | 4.69E-002 | "RNA localization" |
| "GO:0050657" | 4.69E-002 | "nucleic acid transport" |
| "GO:0050658" | 4.69E-002 | "RNA transport" |
| "GO:0051236" | 4.69E-002 | "establishment of RNA localization" |
| "GO:0007076" | 4.69E-002 | "mitotic chromosome condensation" |
| "GO:0006732" | 4.72E-002 | "coenzyme metabolic process" |

Supplementary Table 6: List of overrepresented GO terms in the Biological Process category for the genes downregulated at 45C1H

# Supplementary material for: From Glacier to Sauna: RNA-Seq of the Human Pathogen Black Fungus Exophiala dermatitidis under Varying Temperature Conditions Exhibits Common and Novel Fungal Response
**Source:** PLoS One. 2015 Jun 10;10(6):e0127103. doi: 10.1371/journal.pone.0127103
**Supplement:** S7 Table

| GO | P-Value | Description |
| --- | --- | --- |
| "GO:0046854" | 2.61E-002 | "phosphatidylinositol phosphorylation" |
| "GO:0046834" | 2.61E-002 | "lipid phosphorylation" |
| "GO:0043043" | 3.25E-002 | "peptide biosynthetic process" |
| "GO:0019184" | 3.25E-002 | "nonribosomal peptide biosynthetic process" |
| "GO:0006750" | 3.25E-002 | "glutathione biosynthetic process" |
| "GO:0015031" | 4.73E-002 | "protein transport" |

Supplementary Table 7: List of overrepresented GO terms in the Biological Process category for the genes upregulated at 45C1W

# Supplementary material for: From Glacier to Sauna: RNA-Seq of the Human Pathogen Black Fungus Exophiala dermatitidis under Varying Temperature Conditions Exhibits Common and Novel Fungal Response
**Source:** PLoS One. 2015 Jun 10;10(6):e0127103. doi: 10.1371/journal.pone.0127103
**Supplement:** S8 Table

| GO | P-Value | Description |
| --- | --- | --- |
| "GO:0018130" | 2.50E-003 | "heterocycle biosynthetic process" |
| "GO:1901362" | 3.36E-003 | "organic cyclic compound biosynthetic process" |
| "GO:0046483" | 3.87E-003 | "heterocycle metabolic process" |
| "GO:1901360" | 5.52E-003 | "organic cyclic compound metabolic process" |
| "GO:0046040" | 6.06E-003 | "IMP metabolic process" |
| "GO:0006188" | 6.06E-003 | "IMP biosynthetic process" |
| "GO:0044271" | 7.97E-003 | "cellular nitrogen compound biosynthetic process" |
| "GO:0034641" | 1.17E-002 | "cellular nitrogen compound metabolic process" |
| "GO:0043174" | 1.36E-002 | "nucleoside salvage" |
| "GO:0006611" | 1.36E-002 | "protein export from nucleus" |
| "GO:0000910" | 1.36E-002 | "cytokinesis" |
| "GO:0006166" | 1.36E-002 | "purine ribonucleoside salvage" |
| "GO:0006997" | 1.36E-002 | "nucleus organization" |
| "GO:0006998" | 1.36E-002 | "nuclear envelope organization" |
| "GO:0016598" | 1.36E-002 | "protein arginylation" |
| "GO:0046160" | 1.36E-002 | "heme a metabolic process" |
| "GO:0006784" | 1.36E-002 | "heme a biosynthetic process" |
| "GO:0072522" | 1.39E-002 | "purine-containing compound biosynthetic process" |
| "GO:0006807" | 1.63E-002 | "nitrogen compound metabolic process" |
| "GO:0019438" | 1.65E-002 | "aromatic compound biosynthetic process" |
| "GO:1901566" | 1.84E-002 | "organonitrogen compound biosynthetic process" |
| "GO:0034654" | 1.98E-002 | "nucleobase-containing compound biosynthetic process" |
| "GO:0006139" | 2.21E-002 | "nucleobase-containing compound metabolic process" |
| "GO:0006725" | 2.30E-002 | "cellular aromatic compound metabolic process" |
| "GO:1901137" | 2.33E-002 | "carbohydrate derivative biosynthetic process" |
| "GO:0071103" | 2.39E-002 | "DNA conformation change" |
| "GO:0043101" | 2.70E-002 | "purine-containing compound salvage" |
| "GO:0006405" | 2.70E-002 | "RNA export from nucleus" |
| "GO:0006406" | 2.70E-002 | "mRNA export from nucleus" |
| "GO:0070085" | 3.48E-002 | "glycosylation" |
| "GO:0072521" | 3.87E-002 | "purine-containing compound metabolic process" |
| "GO:0000460" | 4.02E-002 | "maturation of 5.8S rRNA" |
| "GO:0000463" | 4.02E-002 | "maturation of LSU-rRNA from tricistronic rRNA transcript (SSU-rRNA, 5.8S rRNA, LSU-rRNA)" |
| "GO:0000466" | 4.02E-002 | "maturation of 5.8S rRNA from tricistronic rRNA transcript (SSU-rRNA, 5.8S rRNA, LSU-rRNA)" |
| "GO:0000470" | 4.02E-002 | "maturation of LSU-rRNA" |
| "GO:0006265" | 4.02E-002 | "DNA topological change" |
| "GO:0051168" | 4.02E-002 | "nuclear export" |

Supplementary Table 8: List of overrepresented GO terms in the Biological Process category for the genes downregulated at 45C1W

# Supplementary material for: From Glacier to Sauna: RNA-Seq of the Human Pathogen Black Fungus Exophiala dermatitidis under Varying Temperature Conditions Exhibits Common and Novel Fungal Response
**Source:** PLoS One. 2015 Jun 10;10(6):e0127103. doi: 10.1371/journal.pone.0127103
**Supplement:** S9 Table

| GO | P-Value | Description |
| --- | --- | --- |
| "GO:0032993" | 8.89E-003 | "protein-DNA complex" |
| "GO:0044445" | 1.13E-002ooo | "cytosolic part" |
| "GO:0005635" | 1.13E-002 | "nuclear envelope" |
| "GO:0044815" | 1.34E-002 | "DNA packaging complex" |
| "GO:0005694" | 1.47E-002 | "chromosome" |
| "GO:0005868" | 1.52E-002 | "cytoplasmic dynein complex" |
| "GO:0043234" | 1.53E-002 | "protein complex" |
| "GO:0015630" | 1.74E-002 | "microtubule cytoskeleton" |
| "GO:0005829" | 2.07E-002 | "cytosol" |
| "GO:0044422" | 2.69E-002 | "organelle part" |
| "GO:0044446" | 2.69E-002 | "intracellular organelle part" |
| "GO:0005875" | 2.93E-002 | "microtubule associated complex" |
| "GO:0009316" | 3.01E-002 | "3-isopropylmalate dehydratase complex" |
| "GO:0005835" | 3.01E-002 | "fatty acid synthase complex" |
| "GO:0031965" | 3.01E-002 | "nuclear membrane" |
| "GO:0030286" | 3.01E-002 | "dynein complex" |
| "GO:0044427" | 3.84E-002 | "chromosomal part" |
| "GO:0044428" | 3.88E-002 | "nuclear part" |
| "GO:0000793" | 3.91E-002 | "condensed chromosome" |
| "GO:0000796" | 4.48E-002 | "condensin complex" |
| "GO:0030687" | 4.48E-002 | "preribosome, large subunit precursor" |
| "GO:0044430" | 4.67E-002 | "cytoskeletal part" |

Supplementary Table 9: List of overrepresented GO terms in the Cellular Components category for the genes downregulated at 1C1H

# Supplementary material for: From Glacier to Sauna: RNA-Seq of the Human Pathogen Black Fungus Exophiala dermatitidis under Varying Temperature Conditions Exhibits Common and Novel Fungal Response
**Source:** PLoS One. 2015 Jun 10;10(6):e0127103. doi: 10.1371/journal.pone.0127103
**Supplement:** S10 Table

| GO | P-Value | Description |
| --- | --- | --- |
| "GO:0030896" | 2.32E-002 | "checkpoint clamp complex" |

Supplementary Table 10: List of overrepresented GO terms in the Cellular Components category for the genes upregulated at 1C1H

# Supplementary material for: From Glacier to Sauna: RNA-Seq of the Human Pathogen Black Fungus Exophiala dermatitidis under Varying Temperature Conditions Exhibits Common and Novel Fungal Response
**Source:** PLoS One. 2015 Jun 10;10(6):e0127103. doi: 10.1371/journal.pone.0127103
**Supplement:** S11 Table

| GO | P-Value | Description |
| --- | --- | --- |
| "GO:0005635" | 6.84E-003 | "nuclear envelope" |
| "GO:0031314" | 3.77E-002 | "extrinsic component of mitochondrial inner membrane" |
| "GO:0000930" | 3.77E-002 | "gamma-tubulin complex" |
| "GO:0005868" | 3.77E-002 | "cytoplasmic dynein complex" |
| "GO:0044450" | 3.77E-002 | "microtubule organizing center part" |
| "GO:0046930" | 4.25E-002 | "pore complex" |
| "GO:0005643" | 4.25E-002 | "nuclear pore" |

Supplementary Table 11: List of overrepresented GO terms in the Cellular Components category for the genes downregulated at 1C1W

# Supplementary material for: From Glacier to Sauna: RNA-Seq of the Human Pathogen Black Fungus Exophiala dermatitidis under Varying Temperature Conditions Exhibits Common and Novel Fungal Response
**Source:** PLoS One. 2015 Jun 10;10(6):e0127103. doi: 10.1371/journal.pone.0127103
**Supplement:** S12 Table

| GO | P-Value | Description |
| --- | --- | --- |
| "GO:0070069" | 5.66E-004 | "cytochrome complex" |
| "GO:0005746" | 2.12E-003 | "mitochondrial respiratory chain" |
| "GO:0005750" | 6.88E-003 | "mitochondrial respiratory chain complex III" |
| "GO:0045275" | 6.88E-003 | "respiratory chain complex III" |
| "GO:1990204" | 9.58E-003 | "oxidoreductase complex" |
| "GO:0016021" | 1.02E-002 | "integral component of membrane" |
| "GO:0031224" | 1.02E-002 | "intrinsic component of membrane" |
| "GO:1902495" | 1.95E-002 | "transmembrane transporter complex" |
| "GO:0005874" | 2.08E-002 | "microtubule" |
| "GO:0044425" | 2.45E-002 | "membrane part" |
| "GO:0015630" | 2.96E-002 | "microtubule cytoskeleton" |
| "GO:0044455" | 3.09E-002 | "mitochondrial membrane part" |
| "GO:0009277" | 3.69E-002 | "fungal-type cell wall" |
| "GO:0031300" | 4.66E-002 | "intrinsic component of organelle membrane" |
| "GO:0031301" | 4.66E-002 | "integral component of organelle membrane" |
| "GO:0016020" | 4.81E-002 | "membrane" |

Supplementary Table 12: List of overrepresented GO terms in the Cellular Components category for the genes upregulated at 1C1W

# Supplementary material for: From Glacier to Sauna: RNA-Seq of the Human Pathogen Black Fungus Exophiala dermatitidis under Varying Temperature Conditions Exhibits Common and Novel Fungal Response
**Source:** PLoS One. 2015 Jun 10;10(6):e0127103. doi: 10.1371/journal.pone.0127103
**Supplement:** S13 Table

| GO | P-Value | Description |
| --- | --- | --- |
| "GO:0044815" | 5.40E-003 | "DNA packaging complex" |
| "GO:0031965" | 1.90E-002 | "nuclear membrane" |
| "GO:0005694" | 2.15E-002 | "chromosome" |
| "GO:0000796" | 2.83E-002 | "condensin complex" |
| "GO:0032993" | 3.01E-002 | "protein-DNA complex" |
| "GO:0005744" | 3.76E-002 | "mitochondrial inner membrane presequence translocase complex" |

Supplementary Table 13: List of overrepresented GO terms in the Cellular Components category for the genes downregulated at 45C1H

# Supplementary material for: From Glacier to Sauna: RNA-Seq of the Human Pathogen Black Fungus Exophiala dermatitidis under Varying Temperature Conditions Exhibits Common and Novel Fungal Response
**Source:** PLoS One. 2015 Jun 10;10(6):e0127103. doi: 10.1371/journal.pone.0127103
**Supplement:** S14 Table

| GO | P-Value | Description |
| --- | --- | --- |
| "GO:0042555" | 3.84E-002 | "MCM complex" |

Supplementary Table 14: List of overrepresented GO terms in the Cellular Components category for the genes upregulated at 45C1H

# Supplementary material for: From Glacier to Sauna: RNA-Seq of the Human Pathogen Black Fungus Exophiala dermatitidis under Varying Temperature Conditions Exhibits Common and Novel Fungal Response
**Source:** PLoS One. 2015 Jun 10;10(6):e0127103. doi: 10.1371/journal.pone.0127103
**Supplement:** S15 Table

| GO | P-Value | Description |
| --- | --- | --- |
| "GO:0005635" | 8.34E-003 | "nuclear envelope" |
| "GO:0005868" | 1.30E-002 | "cytoplasmic dynein complex" |
| "GO:0005875" | 2.19E-002 | "microtubule associated complex" |
| "GO:0009316" | 2.58E-002 | "3-isopropylmalate dehydratase complex" |
| "GO:0005869" | 2.58E-002 | "dynactin complex" |
| "GO:0031965" | 2.58E-002 | "nuclear membrane" |
| "GO:0030286" | 2.58E-002 | "dynein complex" |
| "GO:0030687" | 3.85E-002 | "preribosome, large subunit precursor" |
| "GO:0031967" | 4.29E-002 | "organelle envelope" |
| "GO:0031975" | 4.47E-002 | "envelope" |

Supplementary Table 15: List of overrepresented GO terms in the Cellular Components category for the genes downregulated at 45C1W

# Supplementary material for: From Glacier to Sauna: RNA-Seq of the Human Pathogen Black Fungus Exophiala dermatitidis under Varying Temperature Conditions Exhibits Common and Novel Fungal Response
**Source:** PLoS One. 2015 Jun 10;10(6):e0127103. doi: 10.1371/journal.pone.0127103
**Supplement:** S16 Table

| GO | P-Value | Description |
| --- | --- | --- |
| "GO:0030127" | 2.19E-002 | "COPII vesicle coat" |
| "GO:0030134" | 2.19E-002 | "ER to Golgi transport vesicle" |
| "GO:0012507" | 2.19E-002 | "ER to Golgi transport vesicle membrane" |
| "GO:0030133" | 3.63E-002 | "transport vesicle" |
| "GO:0030658" | 3.63E-002 | "transport vesicle membrane" |

Supplementary Table 16: List of overrepresented GO terms in the Cellular Components category for the genes upregulated at 45C1W

# Supplementary material for: From Glacier to Sauna: RNA-Seq of the Human Pathogen Black Fungus Exophiala dermatitidis under Varying Temperature Conditions Exhibits Common and Novel Fungal Response
**Source:** PLoS One. 2015 Jun 10;10(6):e0127103. doi: 10.1371/journal.pone.0127103
**Supplement:** S17 Table

| Gene Id | Condition | log2fold | Pathways |
| --- | --- | --- | --- |
| HMPREF1120_00199 | WT_1C1H | 3.62804 | DOPA-melanin |
| HMPREF1120_02312 | WT_1C1W | 4.24166 | DHN-melanin |
| HMPREF1120_02754 | WT_1C1W | -4.68016 | DOPA-melanin |
| HMPREF1120_03345 | WT_1C1W | -3.1387 | DOPA-melanin |
| HMPREF1120_03825 | WT_1C1W | -3.06595 | L-Tyrosine |
| HMPREF1120_04514 | WT_1C1W | -3.50263 | DOPA-melanin |
| HMPREF1120_05316 | WT_1C1W | -3.08518 | DOPA-melanin |
| HMPREF1120_05645 | WT_1C1H | 3.78602 | DHN-melanin |
| HMPREF1120_07724 | WT_1C1W | -4.13352 | DHN-melanin |

Supplementary Table 17: Melanin biosynthesis pathway genes regulated by at least a factor 8 compared to 37C

# Supplementary material for: From Glacier to Sauna: RNA-Seq of the Human Pathogen Black Fungus Exophiala dermatitidis under Varying Temperature Conditions Exhibits Common and Novel Fungal Response
**Source:** PLoS One. 2015 Jun 10;10(6):e0127103. doi: 10.1371/journal.pone.0127103
**Supplement:** S18 Table — Splits with the passed flags were retained. * The number of splitreads is at least 10. The distance between the mapping position of the read end and read start is less than 200 nts. **Reads end and Reads start are not on the same exon, intron, the number of splitreads is at least 10 and reads end and start are falling close (less than 20nts) to an intron/exon boundary.

| Condition | Total Number of Circular Splits | Number of short circular Splits * | Number of circular splits connecting more than 1 exon/intron** |
| --- | --- | --- | --- |
| 1C1H | 35877 | 65 | 240 |
| 1C1W | 4215 | 412 | 667 |
| 37C | 11444 | 23 | 87 |
| 45C1H | 17992 | 151 | 361 |
| 45C1W | 24837 | 96 | 199 |

Supplementary Table 18: Number of circular split reads returned by the segemehl:testrealign approach. Only split with the passed flags were retained. * The number of splitreads is at least 10. The distance between the mapping position of the read end and read start is less than 200 nts. **Reads end and Reads start are not on the same exon, intron, the number of splitreads is at least 10 and reads end and start are falling close (less than 20nts) to an intron/exon boundaries.

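A circular split read joins the end of a fragment to the start of an upstream one, as a back-spliced or circular RNA would give. Divided by the mapped reads, the paper's totals give 309 circular splits per 1000000 mapped reads at 37C (exact Poisson 95% interval 304 to 315) and 431 at 1C1H (427 to 436). At 45C1H the rate was 439.7 (433 to 446), at 45C1W it was 596 (589 to 604), and at 1C1W it was 61.0 (59.2 to 62.9). The intervals cover counting error only, and there is 1 library per condition. The short and multi-exon circular RNAs together are 0.961% of the total at 37C, 0.850% at 1C1H, 2.85% at 45C1H, 1.19% at 45C1W and 25.6% at 1C1W. The legend asks for at least 10 reads for each of these, and the paper's Methods for at least 8 for a circular RNA within 1 exon or intron. The 1079 at 1C1W then stand for at least 10790 reads, or 8632 at 8 reads each, both more than the total of 4215 given for that library. The table's column names splits and its legend split reads, so the unit of the totals is not settled. The rates and shares of all 5 libraries, 1C1W included, hold as given only if the totals count splits.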

# Supplementary material for: From Glacier to Sauna: RNA-Seq of the Human Pathogen Black Fungus Exophiala dermatitidis under Varying Temperature Conditions Exhibits Common and Novel Fungal Response
**Source:** PLoS One. 2015 Jun 10;10(6):e0127103. doi: 10.1371/journal.pone.0127103
**Supplement:** S19 Table — Only splits with the passed flags were retained. **The number of split-reads is at least 10 and reads start and end are falling close (less than 20nts) to an intron/exon boundary.

| Condition | Total Number of linear splits | Number of short linear splits | Number of short strandsplits | Number of long splits | Number of splits connecting more than 1 exon/intron** |
| --- | --- | --- | --- | --- | --- |
| 1C1H | 71777 | 8422 | 252 | 62503 | 218 |
| 1C1W | 277565 | 9622 | 938 | 267005 | 873 |
| 37C | 25619 | 8202 | 64 | 17535 | 82 |
| 45C1H | 124408 | 8841 | 436 | 115131 | 417 |
| 45C1W | 64997 | 9037 | 220 | 55740 | 209 |

Supplementary Table 19: Number of linear splits returned by the segemehl:testrealign approach. Only split with the passed flags were retained. **The number of spliteads is at least 10 and reads start and end are falling close (less than 20nts) to a intron/exon boundaries.

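The total of linear splits in this table is the sum of the short, long and strand-switched splits at 1C1W, 45C1H and 45C1W. The total minus that sum is -182 at 37C and 600 at 1C1H, so what the total counts there is not settled. Splits between different annotated transcripts are the fused transcripts. The paper's counts of fused transcripts correspond to 12.6 per 1000000 mapped reads at 1C1W (exact Poisson 95% interval 11.8 to 13.5) and 10.2 at 45C1H (9.24 to 11.2). They were 5.02 at 45C1W (4.36 to 5.75), 2.62 at 1C1H (2.28 to 2.99) and 2.22 at 37C (1.76 to 2.75). Per 100 linear splits of the table's total the range was 0.304 at 1C1H to 0.335 at 45C1H, and the value at 1C1H was 0.306 with the sum instead. Short linear splits numbered 8202 to 9622 per library, beside the 12681 distinct introns of the annotated protein-coding genes. Long splits ranged from 17535 at 37C to 267005 at 1C1W.

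**Figure D4:**
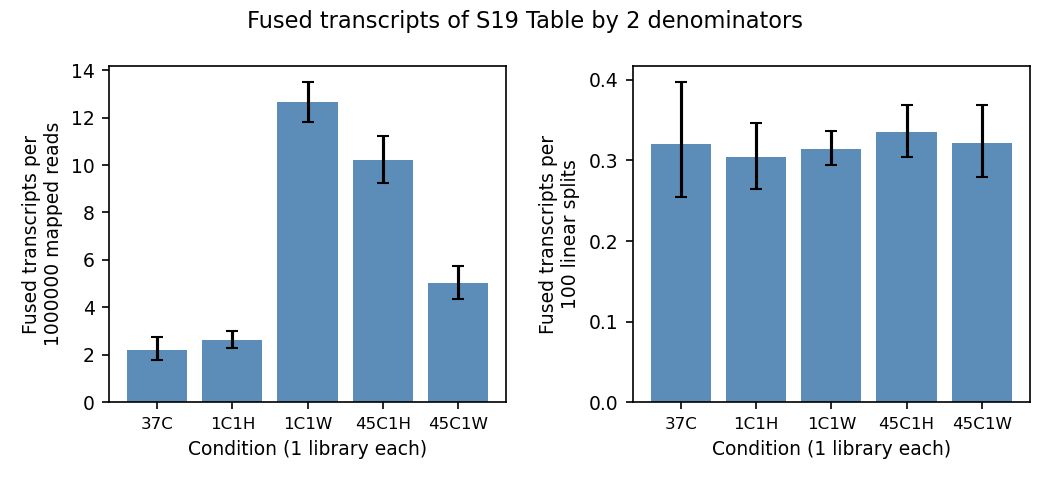
Fused transcripts of the paper's table per 1000000 mapped reads (left) and per 100 linear splits (right) in the library of each of the 5 conditions. Bars are rates and error bars are exact Poisson 95% intervals, which cover counting error only. The left bars run from 2.22 to 12.6 and the right bars from 0.304 to 0.335.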

# Supplementary material for: From Glacier to Sauna: RNA-Seq of the Human Pathogen Black Fungus Exophiala dermatitidis under Varying Temperature Conditions Exhibits Common and Novel Fungal Response
**Source:** PLoS One. 2015 Jun 10;10(6):e0127103. doi: 10.1371/journal.pone.0127103
**Supplement:** S20 Table

| NcRNA family | Count |
| --- | --- |
| snoRNA | 35 |
| tRNA | 142 |
| U1 | 1 |
| U2 | 1 |
| U3 | 1 |
| U4 | 1 |
| U5 | 1 |
| U6 | 1 |
| RNaseP | 1 |
| RNaseMRP | 1 |
| 5S rRNA | 17 |
| 18S rRNA | 1 |

Supplementary Table 20: Number of annotated ncRNAs genes for different ncRNA families.

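The table counts genes per family after the searches with tRNAscan, Infernal, RNAmmer, snoBoard and BLAST, and its families sum to 203. Its counts, which are the paper's, are 142 tRNAs, 35 snoRNAs and 17 genes of 5S rRNA. In the combined annotation the same families have 194, 41 and 18 entries. After overlapping entries are joined they have 80, 36 and 18 loci. The families U1 to U6, RNase P, RNase MRP and 18S rRNA have 1 entry each in both.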

# Supplementary material for: From Glacier to Sauna: RNA-Seq of the Human Pathogen Black Fungus Exophiala dermatitidis under Varying Temperature Conditions Exhibits Common and Novel Fungal Response
**Source:** PLoS One. 2015 Jun 10;10(6):e0127103. doi: 10.1371/journal.pone.0127103
**Supplement:** S21 Table

| Experiment | Raw Number of Reads | Mapped Reads |
| --- | --- | --- |
| 1^o^C 1 Hour | 99965344 | 83218193 |
| 1 C 1 Week | 77860005 | 69087910 |
| 37 C | 96207066 | 36992997 |
| 45 C 1 Hour | 57611573 | 40914954 |
| 45 C 1 Week | 69858164 | 41653989 |

Supplementary Table 21: Raw number of reads and mapped number of reads for the 5 experimental conditions

How the deposited data were processed for this re-analysis (not part of the article)

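Polyadenylated RNA of Exophiala dermatitidis was sequenced by the authors from 5 libraries, 1 each at 37C, 1C1H, 1C1W, 45C1H and 45C1W. The paper states that the trimmed reads were mapped with Segemehl version 1.9 and lack, that splits were classified with testrealign, and that differential expression was computed with Cuffdiff, which the submitters' processing notes also name. The version of Cuffdiff is not given in the sources used here.

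The deposited data analysed here are a combined annotation in the format of cuffcompare, whose version is not given in the sources used here. Its values are exon starts and ends in bases, counted from 1, on the supercontigs of Exop_derm_V1, with no normalization and no value per library. The authors took the protein-coding genes from earlier publications and found the ncRNAs with Infernal, tRNAscan, RNAmmer, snoBoard and BLAST. They kept overlapping loci of different families, and of several members of 1 family at a locus they kept the one most similar to the search model or sequence. The combined annotation still holds overlapping entries of 1 family, so that for a single family the loci after joining overlaps lie closer to that rule than the entries do. Levels per library are not in this annotation, so the paper's fold changes, its enriched GO and KEGG terms, its fused transcripts and its circular RNAs could not be recomputed and no test between temperatures was made. With 1 library per condition, such a test would have no replicates.

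Models were read with Python 3.11.15, and tests and intervals were computed with scipy 1.17.1 and quartiles with numpy 2.4.6. Figures were drawn with matplotlib 3.10.9. Exons were grouped into models and loci by the identifiers of the annotation, and introns were taken as the gaps between exons of a model. The ncRNA families were read from the names of the entries. The tool behind a tRNA entry was inferred. Entries with the source label snoRNA were taken as those of tRNAscan and all others as those of Infernal. This was not checked against the output of the tools. Every ncRNA entry has 1 exon, although spliced tRNAs had been planned to be counted as models with 2 exons. An intron was therefore counted where 2 tRNAscan entries of the same amino acid name with consecutive numbers, each of at most 64 bases, lie within 200 bases of each other. An ncRNA was counted as intronic where it lies wholly within an intron of a protein-coding model, on either strand. The functions were tested on simulated data with 400 made-up genes, and 5 of 5 known counts were recovered.

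The strand of the tRNAscan entries is minus for all 118. It was used where overlapping entries were joined on the same strand, and in the count of models with any exon overlap on the opposite strand, which includes 8 tRNAscan entries. No tRNAscan entry is among the ncRNAs within introns. Where the strand of a tRNA is given, it is that of the Infernal entry. The RefSeq annotation of Exop_derm_V1 was used for locus tags and gene positions only, since it gives neither strand nor product here. No genome sequence was used, so splice site sequences, anticodons and gene lists by product name were not analysed.

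The depth per library comes from S21 Table and the numbers of splits from S18 and S19 Tables, all of them the paper's values. Shares of mapped reads have Wilson 95% intervals and numbers of splits exact Poisson 95% intervals, which cover counting error only. The genes and sites named were fixed before the data were examined, as those the paper names by identifier or position, every intronic ncRNA with its host gene, the 5 loci with the most models and the 5 longest models joining neighbouring genes, of which HMPREF1120_04014 alone is named in the text. Single tRNAs other than tRNA-His, mir-598, Afu_513 and the genes that overlap, flank or share the span of a named gene or RNA were named after their values were seen. The values in the paper's tables had been seen by then. Alternatives were other definitions of each count, overlapping entries joined, the RefSeq annotation as the source, and other denominators for the splits. More were added after seeing the data, namely tRNA exons joined, overlaps joined on the same strand only, miRNA names left out, nuclear supercontigs only, narrower sets of tRNA pairs, and narrower sets of intronic ncRNAs.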

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

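The tests of explanations in this part were chosen after the result was seen, while the rates of fused transcripts had been planned. The annotation holds features that the paper does not describe. They are 37 entries with a miRNA name, a family that the paper states was not found, 2615 protein-coding genes whose exons overlap a gene on the opposite strand, and 45 ncRNA entries on the mitochondrial supercontig.

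All 118 entries taken as tRNAscan's are given on the minus strand. A real one-strand arrangement of the tRNA genes is argued against by the Infernal entries over the pairs of tRNA exons, of which 24 of 40 lie on the plus strand. A candidate explanation is that the strand was dropped when the tRNAscan output was converted. In that case the numbers in the names of the exons would rise along the plus strand and fall along the minus strand, and they did so in 40 of the 40 pairs with an Infernal entry. No biological condition of the study bears on this pattern, and none was tested.

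The number of fused transcripts in S19 Table differed 10.6 times between 1C1W and 37C. Different numbers of mapped reads do not account for it, since the rates per 1000000 mapped reads still differed 5.70 times and their 95% intervals were apart. Fused transcripts stood in a nearly fixed proportion to the linear splits of each library, with a ratio of 1.10 between highest and lowest. Whether the total of linear splits includes the fused transcripts is not stated. The ratio was 1.09 when the sum of short, long and strand-switched splits replaced the table's total, from which it differs at 37C and 1C1H. The number of fused transcripts may therefore follow the number of linear splits that were found in each library. Whether temperature or another property of a library sets that number cannot be told apart, with 1 library per condition.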

How the results depend on the processing

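The alternatives named in the processing summary as added, and their effects here, were chosen after seeing the data. Of 49 alternatives, 19 gave the main value or one near it (counts within 1.5 times, rates within the 95% interval) and 30 moved it further. Most of the 30 are the other denominators of the split rates, all of which moved. There a value in one unit was set against an interval in another, so these moves are no measure of robustness. No paired analysis was possible because there is 1 library per condition. The alternatives on splice site sequences were not run, since no genome was used. The causes of the changes below were not tested, except that a different denominator changes the scale of a rate by construction.

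Loci outside annotated genes rose from 0 to 218 when every locus with no reference gene name was counted, all of them ncRNA loci. Antisense models rose from 0 to 2806 when any exon overlap on the opposite strand was counted, 39 of them ncRNA entries. The 0 of both counts comes from the codes of cuffcompare. With no assembly of transcripts described by the paper, it does not bear on the reads. Models joining neighbouring genes fell from 13 to 0 when 50% of each gene had to be covered. The 312 ncRNA entries became 185 with overlaps joined and 71 with RefSeq as the source. The 43 tRNAs with an intron became 0 when only models with 2 exons were counted, and 22 when a RefSeq gene of the same span was required. The 5 GO terms of down-regulated genes shared by all 4 comparisons became 10 in 3 or more lists and 0 in the Cellular Components tables.

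In the order 37C, 1C1H, 1C1W, 45C1H and 45C1W, fused transcripts were 0.852, 2.18, 11.2, 7.24 and 2.99 per 1000000 raw reads, and 0.320, 0.304, 0.315, 0.335 and 0.322 per 100 linear splits. Circular splits were 119, 359, 54.1, 312 and 356 per 1000000 raw reads, and 44.7, 50.0, 1.52, 14.5 and 38.2 per 100 linear splits. The 14 intronic ncRNAs became 9 with snoRNA names only and overlapping entries counted once, and ranged from 10 to 16 otherwise, and the median intron stayed at 60 bases.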

Differences from the paper's values

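The paper gives 26 tRNAs with an intron, and 43 were counted here. The planned count of models with 2 exons gave 0, since each entry has 1 exon, so pairs of entries were counted instead. A gap of 5 bases or more, an alternative set before the data were examined, also gave 43 when applied to these pairs. Among the settings chosen after seeing the values, the pairs with the span of a RefSeq tRNA gene numbered 22, which is within 1.5 times of the paper's value. This number is set by whole supercontigs, with 22 of 22 pairs matched on Supercontig_1.1, 1.2, 1.5 and 1.7 and 0 of 21 on 1.3, 1.4 and 1.6, where the RefSeq copy may be incomplete. The paper's text does not list its tRNAs one by one, so how many of them that setting drops was not counted. The pairs also spanned by an Infernal entry numbered 40, and those named for an amino acid 41.

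The paper gives 8 ncRNAs in introns of protein-coding genes, and 14 were counted here. Of the alternatives set before the data were examined, the same strand as the host gene gave 14 and any overlap with an intron gave 16. Among the settings chosen after seeing the values, overlapping entries counted once gave 12, snoRNA names only gave 10, and snoRNA names with overlapping entries counted once gave 9, all within 1.5 times of the paper's value. The paper's Methods keep 1 member of a family at a locus. The paper states that all of its intronic ncRNAs are snoRNAs, whereas 4 of the entries here are 2 TPP riboswitches and 1 mitochondrial tRNA under 2 names.

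The paper states that miRNAs were the major family not found, and the annotation lists 37 entries with miRNA names. The paper's text names a snoRNA snR78 in the cluster around Afu_300, and the annotation has snR75 there, as does the paper's Fig. 4C. The other 3 named members, Afu_300, snR76 and snR73, are present.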

Other observations

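Annotated genes of this fungus often overlap on opposite strands. In the combined annotation, exons of 1456 pairs of protein-coding genes overlap in this way, with a median overlap of 462.5 bases and a largest one of 6057. The 2615 genes involved are 28.2% of all protein-coding genes, and 1031 pairs overlap by 200 bases or more. Of the 22 genes the paper names by identifier, 6 (27.3%) overlap in this way, among them 2 of the 9 in S17 Table. HMPREF1120_03460, the alpha-amylase reported as higher at 1C1W, overlaps its opposite-strand neighbours by up to 1210 bases. HMPREF1120_01344, the host of a circular RNA, has a single intron of 89 bases on Supercontig_1.1 from 3785281 to 3785369, and overlaps HMPREF1120_01343 by 475 bases. HMPREF1120_03038, in a fused transcript at 45C1H, overlaps HMPREF1120_03037 by 107 bases, and HMPREF1120_04106, the host of Afu_191, overlaps HMPREF1120_04107 by 253. The 2 in S17 Table are HMPREF1120_03345, which overlaps HMPREF1120_03346 by 917 bases, and HMPREF1120_04514, which overlaps HMPREF1120_04513 by 448. These are overlaps of annotated exons, and whether the transcripts themselves overlap was not tested with reads. The paper's text does not say whether reads were counted by strand. Without strand, the reads within the overlapping stretch cannot be assigned to one gene of such a pair by position alone.

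The genes of the paper's leading fused transcripts at 1C1W, 37C, 45C1H and 45C1W are not neighbours by the identifiers below, and the pair at 1C1H, which the text gives without identifiers, was not placed. HMPREF1120_06233 and HMPREF1120_06484 are both on the plus strand of Supercontig_1.5, 725297 bases apart. HMPREF1120_08475, HMPREF1120_08503 and HMPREF1120_08250 lie on the plus strand of Supercontig_1.7. HMPREF1120_03038 and HMPREF1120_04238, the partners at 45C1H and 45C1W, lie on the minus strand of Supercontig_1.3. For the partner of HMPREF1120_08475 at 37C the paper gives 2 identifiers. Its Fig. 3B has HMPREF1120_06087, on the minus strand of Supercontig_1.5, and its text has HMPREF1120_06233.

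Tryptophan is the amino acid without a tRNAscan tRNA. The mitochondrial tRNAscan tRNA named SeC, from 22965 to 23036, has the span of the RefSeq tRNA gene HMPREF1120_11038. Another entry, tRNA-Sec-1, lies elsewhere on the mitochondrial supercontig, from 18480 to 18550, and is not a tRNAscan entry. In the mitochondria of filamentous fungi the codon UGA is read as tryptophan, while tools that use the standard code read a tRNA for UGA as SeC. The anticodon was not analysed here, so this was not tested.

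Of the paper's GO terms for Biological Process, 5 are listed for down-regulated genes in all 4 comparisons with 37C and 0 for up-regulated genes in all 4. In the order 1C1H, 1C1W, 45C1H and 45C1W, the lists hold 17, 38, 30 and 37 terms for down-regulated genes. For up-regulated genes they hold 26, 25, 28 and 6, so the short list at 45C1W limits what all 4 could share. The 5 terms are purine ribonucleoside salvage, nucleoside salvage, protein export from nucleus, nucleus organization and nuclear envelope organization. In each list the 5 terms carry the same uncorrected p in the paper's tables, 0.0189 at 1C1H, 0.035 at 1C1W, 0.0119 at 45C1H and 0.0136 at 45C1W. For 45°C the paper's text speaks of genes shared by 45C1H and 45C1W, whereas these lists hold terms found for each condition apart. The text reports no gene as down-regulated at both, but different genes can bring 1 term into both lists. It also places protein export from the nucleus and nucleus organization with the genes up-regulated at both. Whether the text and the lists conflict cannot be settled here, since no genes or levels per library were analysed. The lists share the single 37C library, and the overlap that chance gives was not computed, since the number of terms tested is not given in the paper's text.

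In S18 Table, 1C1W has the fewest circular splits, 61.0 per 1000000 mapped reads against 309 to 596 in the other 4 libraries. It also has the most that passed the filters, 412 short and 667 multi-exon ones. These are 25.6% of its total, against 0.850% to 2.85% elsewhere. At the 10 or more reads of the legend they need 10790 reads. At 8 each, a minimum that the Methods state only for circular RNAs within 1 exon or intron, they need 8632. Both are above the 4215 of the total, so both values at 1C1W hold only if that total counts splits and not reads. In the other 4 libraries the reads needed at 10 each, 1100 to 5120, lie below the total. Their rates and shares too hold as given only if the totals count splits. In S19 Table, short linear splits varied 1.17 times between libraries and long splits 15.2 times.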
